# Patterning and gastrulation defects caused by the *t^w18^* lethal are due to loss of *Ppp2r1a*

**DOI:** 10.1242/bio.023200

**Published:** 2017-06-15

**Authors:** Lisette Lange, Matthias Marks, Jinhua Liu, Lars Wittler, Hermann Bauer, Sandra Piehl, Gabriele Bläß, Bernd Timmermann, Bernhard G. Herrmann

**Keywords:** *t* haplotype, *t^w18^*, Mesoderm, Primitive streak, Signal transduction, PP2A phosphatase

## Abstract

The mouse *t* haplotype, a variant 20 cM genomic region on Chromosome 17, harbors 16 embryonic control genes identified by recessive lethal mutations isolated from wild mouse populations. Due to technical constraints so far only one of these, the *t^w5^* lethal, has been cloned and molecularly characterized. Here we report the molecular isolation of the *t^w18^* lethal. Embryos carrying the *t^w18^* lethal die from major gastrulation defects commencing with primitive streak formation at E6.5. We have used transcriptome and marker gene analyses to describe the molecular etiology of the *t^w18^* phenotype. We show that both WNT and Nodal signal transduction are impaired in the mutant epiblast, causing embryonic patterning defects and failure of primitive streak and mesoderm formation. By using a candidate gene approach, gene knockout by homologous recombination and genetic rescue, we have identified the gene causing the *t^w18^* phenotype as *Ppp2r1a*, encoding the PP2A scaffolding subunit PR65alpha. Our work highlights the importance of phosphatase 2A in embryonic patterning, primitive streak formation, gastrulation, and mesoderm formation downstream of WNT and Nodal signaling.

## Abstract (precis)

**Summary:** The *t^w18^* lethal, a ‘classical’ mutation, affects gastrulation and embryo patterning. This article shows that phosphatase PP2A is dysfunctional in *t^w18^* and essential for Nodal and WNT signaling in the epiblast.

## INTRODUCTION

Between 6-25% of individuals in wild house mouse populations carry a *t* haplotype, a variant form of the *t* complex spanning over 20 cM (∼40 Mbp) of Chromosome 17 (Chr 17) (Carroll et al., 2004; reviewed in Silver, 1985; Sugimoto, 2014). This region comprises many important developmental regulators, among them *Pou5f1* (*Oct4*), *Nkx2-5*, *Axin* and *Brachyury* (*T*), as well as 16 recessive lethal mutations, known as *t* lethals, which are encoded by different *t* haplotypes and affect early embryonic development (Klein et al., 1984; Bennett, 1975; Sugimoto, 2014). Due to particularities of the *t* haplotypes, to date only one *t* lethal, *t^w5^*, has been identified and characterized at the molecular level (Sugimoto et al., 2012). The *t* lethal *t^w18^* and related *t* lethals of the same complementation group (*t^4^*, *t^9^*) were described about 50 years ago (Bennett and Dunn, 1960; Moser and Gluecksohn-Waelsch, 1967). They cause strong gastrulation defects with striking overgrowth of the primitive streak (PS) and bulging of cells into the amniotic cavity, commencing on the seventh and prominent on the eighth to ninth day of gestation, followed by embryonic death one day later. In contrast, normal development requires the ingression of epiblast cells at the PS, epithelial-to-mesenchymal transition (EMT) and migration of single mesodermal cells in between the epiblast and the visceral endoderm (VE) (reviewed in Arnold and Robertson, 2009). Thus, the failure of mesoderm formation characterizes the embryonic phenotype of these mutants. However, the molecular cause and consequences have remained obscure.

The *t^w18^* haplotype originated from a rare recombination event between a *t* haplotype and the wild-type chromosome across a large inversion, causing a large deletion of at least 3.3 Mbp comprising many genes (Búcan et al., 1987; Barclay et al., 1996). Here we have determined the extent of the deletion and, by using a candidate gene approach, have identified *Ppp2r1a* as the gene causing the *t^w18^* mutant phenotype. It encodes the scaffolding subunit Aα (PR65alpha) of protein phosphatase 2A (PP2A). The PP2A family of serine-threonine phosphatases is implicated in many cellular processes, such as the regulation of signaling pathways, cell cycle, DNA replication and apoptosis (Virshup, 2000; Janssens and Goris, 2001), and its deregulation is associated with a range of human diseases like Alzheimer's disease and different types of cancer (Eichhorn et al., 2009; Vafai and Stock, 2002). We describe the identification of the *t^w18^* lethal and provide a detailed molecular characterization of the *t^w18^* gastrulation defects.

## RESULTS

### Nodal and WNT signal transduction are impaired in homozygous *t^w18^* embryos

Prior to this study, *t^w18^*/*t^w18^* mutant embryos have not been characterized at the molecular level. We started the molecular characterization of *t^w18^*/*t^w18^* mutants by analyzing the transcriptome of homozygous, heterozygous and wild-type embryos at embryonic day (E)6.5, when malformations start to develop, by RNA-sequencing (RNA-seq). Embryos were dissected in two parts: the embryo proper consisting of epiblast and surrounding visceral endoderm (VE), which was used for RNA extraction, and the extra-embryonic tissue, required for genotyping. 

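The RNA-seq data hold 1 library for each genotype, wild type, *t w18*/+ and *t w18*/*t w18*, from matings of heterozygous mice, so no difference between genotypes has a replicate check and none is given a p-value. The paper's text does not state how many embryos went into a library, and the sample labels name the tissue as epiblast. The libraries were made from total RNA with the TotalScript kit and sequenced as 50 bp paired-end reads. The authors mapped the reads to mm10 (GRCm38) with TopHat and deposited the FPKM values that Cuffdiff gave for 23421 genes, listed by symbol. FPKM divides the fragments on a gene by the length of its transcript and by the fragments of the library, so each value is relative to the rest of the same library. Low FPKM values step by what 1 fragment is worth, and this spacing gave an FPKM per fragment of 0.0688 in wild type, 0.0488 in *t w18*/+ and 0.0495 in *t w18*/*t w18* for a transcript of 1 kb. The depth was therefore 1.41 times that of wild type in *t w18*/+ and 1.39 times in *t w18*/*t w18*. Between 85.5% and 89.1% of the low values used lay within 0.2 of a whole number of fragments. The depth and the fragment numbers derived from it are therefore estimates. *Ppp2r1a*, which lies in the *t w18* deletion, had an FPKM of 146 in wild type, 81.7 in *t w18*/+ and 12.8 in *t w18*/*t w18*, the order that the labels give. An FPKM of at least 1 was reached by 11859 genes in wild type, 11879 in *t w18*/+ and 12402 in *t w18*/*t w18*, while 8328, 7211 and 7178 genes were listed at 0. Some of these zeros stand beside high values, as for *Actr3*, listed at 0 in wild type with an FPKM of 81.5 in *t w18*/+ and 76.8 in *t w18*/*t w18*, and for *Dnmt3a*, listed at 0 in *t w18*/+ with 35.1 in wild type and 24.2 in *t w18*/*t w18*. A gene at 0 is therefore given as listed at 0, without a fold change. Changes are log2 ratios of the deposited FPKM values without a pseudocount, against wild type unless stated. Where a gene is listed at 0, and for medians of gene lists, they are differences of log2(FPKM + 1), a scale that understates the change of low genes. Over the 11069 genes with an FPKM of at least 1 in all 3 samples, the median log2 ratio was 0.0038 for *t w18*/+ and -0.049 for *t w18*/*t w18*. The lists of marker genes and the gene families were written before the data were examined. Rescaling to equal FPKM sums would have raised every log2 ratio of *t w18*/*t w18* by 0.21.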

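Over all genes of the table and without a transformation, the Pearson correlation of the FPKM values was 0.991 between wild type and *t w18*/+. It is a correlation across genes of 1 pair of libraries, and genes are not independent replicates. The alternative that moved it most, the Spearman rank correlation, gave 0.961.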

The Pearson correlation coefficient (PCC) of the sequencing data showed a high similarity between wild-type and heterozygous *t^w18^* samples (PCC 0.99, Fig. 1A). 

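For *t w18*/*t w18* the same correlation was 0.775 with wild type and 0.825 with *t w18*/+. *Lars2*, which encodes the mitochondrial leucyl-tRNA synthetase, had the highest FPKM of all genes in wild type (11199) and in *t w18*/+ (9689) and was listed at 0 in *t w18*/*t w18*, where *Eef1a1* was highest with an FPKM of 3653. Without *Lars2*, a choice made after seeing the data, both correlations of *t w18*/*t w18* were 0.965, against 0.993 between wild type and *t w18*/+. On the log2(FPKM + 1) scale, the correlation of *t w18*/*t w18* was 0.967 with wild type and 0.972 with *t w18*/+.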

The *t^w18^*/*t^w18^* sample differed from both the wild-type (PCC 0.77) and the heterozygous sample (PCC 0.82). 

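An FPKM of at least 1 in at least 1 sample was reached by 13118 genes. Of these, 3944 had a log2 ratio of at least 1 in either direction in any pair of samples, with no pseudocount, and 406 of the 3944 were listed at 0 in at least 1 sample. With a pseudocount of 1 the number was 2539, all of them among the 3944, and 583 of the 1405 other genes had a highest FPKM under 2. The alternative that moved the number most, no filter on low values, gave 7944 genes. Between *t w18*/*t w18* and wild type, 1946 genes were higher and 896 lower in *t w18*/*t w18*, so that 68.5% of the affected genes were higher. Between *t w18*/*t w18* and *t w18*/+, 1910 genes were higher and 726 lower in *t w18*/*t w18*. Between *t w18*/+ and wild type the numbers were smaller, with 584 genes higher and 624 lower in *t w18*/+.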

After removing genes with FPKM (fragments per kilobase of exon per million fragments mapped) values <1 in the three samples, log_2_ of the fold change (FC)≥1.0 for any comparable pair was used as the threshold to define the affected genes, and we got 2539 deferentially expressed genes (Fig. 1B).

**Fig. 1.**
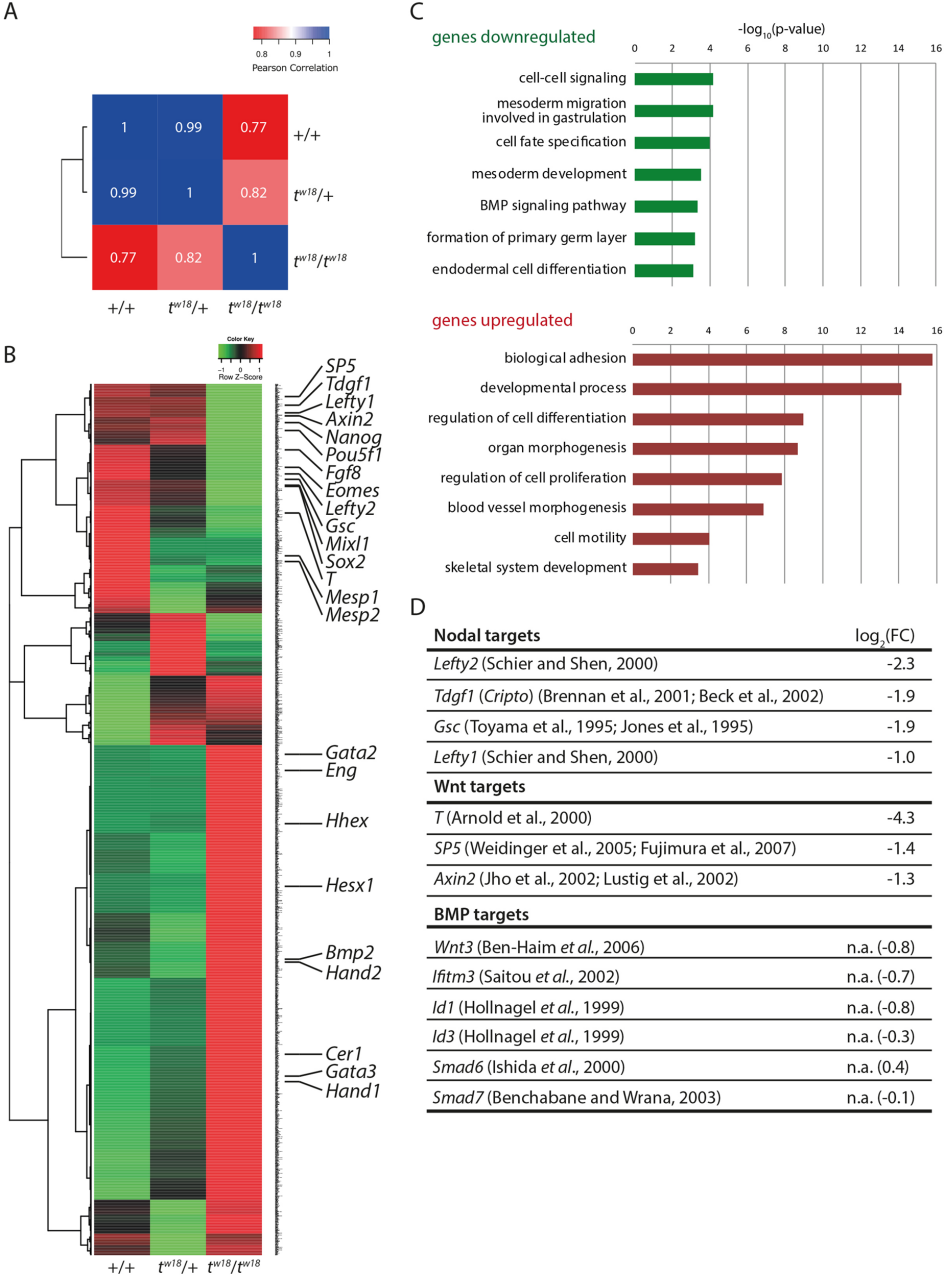
**Transcriptome analysis reveals downregulation of WNT and Nodal targets in *t^w18^* mutant embryos.** (A) Pearson correlation coefficient of next generation sequencing data from wild-type, homozygous and heterozygous *t^w18^* embryos. (B) Heatmap of 2539 genes differentially expressed genes in wild-type, *t^w18^*/+ and *t^w18^*/*t^w18^* embryos with log_2_(FC)≥1. (C) GO term enrichment analyses of genes dysregulated between *t^w18^*/*t^w18^* and wild-type log_2_(FC≥1). GO terms were analyzed for downregulated (upper panel) and upregulated (lower panel) genes. The diagrams shows selected GO terms with corresponding −Log_10_ of the *P*-value that were given by the Ontologizer tool. A background of genes expressed in the dataset with FPKM 2 was used. (D) Examples of Nodal and WNT targets downregulated in *t^w18^* homozygotes; BMP targets were not affected (n.a.).

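*T*, which encodes the T-box transcription factor Brachyury, lies on Chr 17 from 8434423 to 8442496 (GRCm38), proximal to the *t w18* deletion. Its FPKM was 18.3 in wild type and 6.16 in *t w18*/+, from about 505 and 240 fragments, and it was listed at 0 in *t w18*/*t w18*, where 3 fragments would give an FPKM of 0.0783. An exact 0 can also be a failed estimate. The difference of log2(FPKM + 1) was -4.27 in *t w18*/*t w18* and -1.43 in *t w18*/+. The alternative that moved it most, a pseudocount of 0.1, gave -7.52 in *t w18*/*t w18*. By this difference *T* ranked 4 of 13118 genes among the decreases in *t w18*/*t w18*, after *Lars2*, *Hba-a1* and *Cdk8*. *Cdk8*, with an FPKM of 44.5 in wild type and 34.1 in *t w18*/+, was also listed at 0 in *t w18*/*t w18*. *Hba-a1* fell from 52.2 in wild type to 0.0070 in *t w18*/*t w18* while *Hba-a2* rose from 0.020 to 127. Both encode alpha-globin in near-identical copies between which fragments can be split, so neither change is certain. Among the genes with an FPKM of at least 10 that also changed by at least 1 against *t w18*/+, the 10 largest decreases further comprised *Snurf*, which overlaps *Snrpn*, *Trh*, which fell by 3.05 on the log2 scale, and *Ppp2r1a*, *Zfp942*, *Zfp946* and *Zfp948* of the deleted interval. The 10 largest increases comprised *Hba-a2*, *Hbb-bs*, *Snord104*, *Spink8*, *Mgp*, *Plk2*, *Ano1*, *Igfbp7*, *Dio3* and *Mfap5*. *Mgp*, the most abundant of them in *t w18*/*t w18*, rose from an FPKM of 16.2 in wild type and 43 in *t w18*/+ to 180.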

Among the most strongly downregulated genes in *t^w18^/t^w18^* mutants is the pan-mesodermal marker *Brachyury* [*T*, log_2_(FC)=−4.3], indicating that mesoderm formation is severely compromised (Wilkinson et al., 1990; Arnold et al., 2000; Kubo et al., 2004). Other downregulated mesoderm control genes comprise *Eomesodermin* (*Eomes*, Russ et al., 2000), *Mesp1* (Saga et al., 1996), *Mesp2* (Saga et al., 1997), *Mixl1* (Pearce and Evans, 1999), and the signal molecule *Fgf8* (Crossley and Martin, 1995). 

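The FPKM of *Eomes* was 77.1 in wild type, 58.0 in *t w18*/+ and 37 in *t w18*/*t w18*, a log2 ratio of -1.06 in *t w18*/*t w18*. It fell under the threshold of 1 after rescaling to equal FPKM sums (-0.85) and against *t w18*/+ (-0.65). *Mesp1* had an FPKM of 7.26 in wild type and 0.530 in *t w18*/+, from about 119 and 12 fragments, and was listed at 0 in *t w18*/*t w18*. *Mesp2* had an FPKM of 2.32, 0.348 and 0.162 in the same order, from about 61, 13 and 6 fragments, a log2 ratio of -3.84 in *t w18*/*t w18*. The 2 genes are neighbouring paralogs on Chr 7, and both were already lower in *t w18*/+, by a log2 ratio of -3.78 for *Mesp1* and -2.74 for *Mesp2*. In *t w18*/*t w18* the difference of log2(FPKM + 1) was -3.046 and -1.515 against wild type, but only -0.613 and -0.215 against *t w18*/+. With 1 library per genotype, the genotype and other differences between the libraries, such as stage, cannot be told apart for these changes. *Mixl1* fell from an FPKM of 33.9 in wild type and 27.5 in *t w18*/+ to 5.76, a log2 ratio of -2.56, and *Fgf8* from 27.6 and 20.9 to 10.1, a log2 ratio of -1.45. Over these genes and *T*, the median difference of log2(FPKM + 1) was -1.94 in *t w18*/*t w18*, at percentile 0 of 10000 random lists matched on mean expression, and -0.85 in *t w18*/+, at percentile 0.01. The genes were picked by the study from these libraries, so the percentiles describe the libraries and are not independent evidence.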

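The GO analysis needs an annotation and was not analysed here. As a stand-in for adhesion genes, 8 gene families were taken by symbol, the cadherins, protocadherins, integrins, laminins, collagens, claudins, nectins and adhesion molecules of the immunoglobulin family. Of their 93 genes with an FPKM of at least 1 in *t w18*/*t w18* or wild type, 42 (45.2%, 95% Wilson interval 35.4 to 55.3) were higher in *t w18*/*t w18* by a log2 ratio of at least 1 and 7 were lower. Over all 12917 genes with such an FPKM, 15.1% were higher. The collagens, with 16 of 24 genes higher, and the laminins, with 5 of 7, had the largest shares. The cadherins, with 2 of 10, and the nectins, with 1 of 5, had the smallest. Some of the collagens and laminins, such as *Col1a1* and *Lama1*, are also among the listed stroma and parietal endoderm genes. The medians of these lists were higher in *t w18*/*t w18*, by 1.45 for stroma and 1.15 for parietal endoderm. RNA of other tissues and a change in the embryo therefore cannot be told apart for the adhesion families. The alternative that moved the share most, a pseudocount of 1, gave 26.9% of the family genes against 9.50% of all genes.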

A gene ontology (GO) term analysis revealed an enrichment of terms related to cellular signaling, mesoderm formation and cell fate specification among the downregulated genes, while biological adhesion was the most significant term related to upregulated genes (Fig. 1C). These data are consistent with the severe gastrulation defects observed previously in homozygous *t^w18^* embryos (Bennett and Dunn, 1960).

Since the GO analysis pointed to impaired signaling, we searched the list of dysregulated genes for factors involved in signaling pathways. 

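Of the Nodal targets named in Fig. 1D, *Tdgf1*, which encodes the Nodal co-receptor Cripto, had an FPKM of 74.5 in wild type, 72.0 in *t w18*/+ and 19.2 in *t w18*/*t w18*. This is a log2 ratio of -1.96 in *t w18*/*t w18* and -0.050 in *t w18*/+. *Gsc* had an FPKM of 12.0, 6.76 and 2.53 in the same order, with log2 ratios of -2.25 in *t w18*/*t w18* and -0.83 in *t w18*/+. *Lefty2* had an FPKM of 7.50, 4.00 and 0.784, the last from about 37 fragments, with log2 ratios of -3.26 and -0.91. Its paralog *Lefty1*, at 180935022 to 180938400 on Chr 1 next to *Lefty2*, had an FPKM of 13.3, 12.9 and 6.11, a log2 ratio of -1.12 in *t w18*/*t w18* that fell under the threshold of 1 after rescaling to equal FPKM sums (-0.91). Fragments could have been split between these paralogs. The largest move among the 4 genes under an alternative was that of *Lefty2* with a pseudocount of 1, to -2.25. The median difference of log2(FPKM + 1) over the 4 genes was -1.89 in *t w18*/*t w18*, at percentile 0 of the matched random lists, and -0.40 in *t w18*/+, at percentile 1.43. Relative to the median of the 10 listed epiblast genes, the difference was -1.22 for *Tdgf1*, -1.19 for *Gsc*, -1.56 for *Lefty2* and -0.32 for *Lefty1*.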

We found that targets of Nodal signaling in the epiblast, including *Tdgf1* (*Cripto*, Brennan et al., 2001; Beck et al., 2002), *Gsc* (Toyama et al., 1995; Jones et al., 1995), and *Lefty2* (Schier and Shen, 2000), are downregulated in *t^w18^*/*t^w18^* embryos (Fig. 1D). Expression of *Nodal* itself, the Nodal convertases *Furin* (*Spc1*) and *Pcsk6* (*Spc4*, Beck et al., 2002), and *Smad2/3* (Kumar et al., 2001), as well as *Smad4* (Lagna et al., 1996), the intracellular transmitters of Nodal signaling, are not affected (Table S1). However, *Cer1* (Piccolo et al., 1999), *Hesx1* (Thomas et al., 1995), and *Hhex* (Keng et al., 1998), markers of the anterior visceral endoderm (AVE) are upregulated, indicating that an anterior pole might be established. 

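*Nodal* had an FPKM of 24.2 in wild type, 25.7 in *t w18*/+ and 17.1 in *t w18*/*t w18*, a log2 ratio of -0.50 in *t w18*/*t w18*. *Furin* had an FPKM of 20.0, 15.5 and 24.4 in the same order, a log2 ratio of 0.29. *Pcsk6* had an FPKM of 5.04, 3.16 and 2.32, a log2 ratio of -1.12 that was past the threshold of 1 without a pseudocount and under it with a pseudocount of 1 (-0.86), after rescaling to equal FPKM sums (-0.91) and against *t w18*/+ (-0.45). *Smad4* had an FPKM of 41.0, 40.1 and 33.5, a log2 ratio of -0.29. The log2 ratio of *Smad2* was 0.42 and changed its sign against *t w18*/+ (-0.13), and that of *Smad3* was -0.044 and changed its sign with each sample centred on the median log2 ratio (0.0044). Over these genes the median difference of log2(FPKM + 1) was -0.16, at percentile 24.2 of the matched random lists.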

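*Cer1* had an FPKM of 46.6 in wild type, 61.3 in *t w18*/+ and 139.5 in *t w18*/*t w18*, a log2 ratio of 1.58. *Hesx1* rose from 3.18 in wild type and 2.78 in *t w18*/+ to 11.3 in *t w18*/*t w18*, from about 46, 57 and 227 fragments, a log2 ratio of 1.83. *Hhex* rose from 7.16 and 7.79 to 19.1, a log2 ratio of 1.42. Each stayed past the threshold of 1 under every alternative. The median difference of log2(FPKM + 1) was 1.56 in *t w18*/*t w18*, at percentile 99.88 of the matched random lists, and 0.11 in *t w18*/+, at percentile 71.3. These markers too were named by the study for being higher in these libraries, so the percentile in *t w18*/*t w18* is not independent evidence. A list of 13 other visceral endoderm genes was also higher in *t w18*/*t w18*, by a median of 0.46.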

The fact that the latter markers are also dependent on Nodal signaling suggests that Nodal signaling is not generally impaired, but primarily in the epiblast.

Similarly, the WNT target genes *T* (Arnold et al., 2000), *Sp5* (Weidinger et al., 2005), and *Axin2* (Jho et al., 2002; Lustig et al., 2002) are downregulated, indicating that WNT signaling in the epiblast is also affected in the mutant. 

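Besides *T*, *Sp5* had an FPKM of 4.21 in wild type, 3.59 in *t w18*/+ and 1.02 in *t w18*/*t w18*, from about 119, 143 and 40 fragments, a log2 ratio of -2.05 in *t w18*/*t w18* and -0.23 in *t w18*/+. *Axin2*, on Chr 11 from 108920349 to 108950783, had an FPKM of 14.7, 13.8 and 5.5 in the same order, a log2 ratio of -1.41 in *t w18*/*t w18* and -0.083 in *t w18*/+. The alternative that moved *Sp5* most was a pseudocount of 1 (-1.37), and both genes stayed past the threshold of 1 under every alternative. The median difference of log2(FPKM + 1) over the 3 genes was -1.37 in *t w18*/*t w18*, at percentile 0.13 of the matched random lists, and -0.18 in *t w18*/+, at percentile 19.4. Relative to the median of the listed epiblast genes, the difference was -3.58 for *T*, -0.68 for *Sp5* and -0.58 for *Axin2*.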

Expression of the *Wnt3* morphogen itself and the final effector β-catenin, encoded by *Ctnnb1*, are not significantly dysregulated (Table S1).

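*Wnt3* had an FPKM of 5.16 in wild type, 3.38 in *t w18*/+ and 2.54 in *t w18*/*t w18*, from about 220, 203 and 150 fragments. Its log2 ratio was -1.02 in *t w18*/*t w18* without a pseudocount and was under the threshold of 1 in every alternative, from -0.99 with a pseudocount of 0.1 to -0.41 against *t w18*/+. *Ctnnb1* had an FPKM of 241, 211 and 221 in the same order. Its log2 ratio of -0.12 in *t w18*/*t w18* changed its sign against *t w18*/+ (0.072).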

Since Nodal and WNT signaling are required for pattern formation, formation of the PS, and mesoderm induction, the molecular data suggested that all these essential embryonic processes are impaired in *t^w18^*/*t^w18^* embryos (Schier and Shen, 2000).

In contrast to WNT and Nodal signaling, dysregulation of bone morphogenetic protein (BMP) target genes, such as *Wnt3* (Ben-Haim et al., 2006), *Ifitm3* (*Fragilis*, Saitou et al., 2002), *Id1/Id3* (Hollnagel et al., 1999), *Smad6* (Ishida et al., 2000), or *Smad7* (Benchabane and Wrana, 2003) was not apparent in the transcriptome data from mutant embryos (Fig. 1D). Moreover, *Bmp2* is more strongly expressed in the mutant (Fig. 1B). 

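Among the other BMP targets, *Ifitm3* had an FPKM of 30.1 in wild type, 26.3 in *t w18*/+ and 50.7 in *t w18*/*t w18*, a log2 ratio of 0.75 in *t w18*/*t w18*. *Id1* had an FPKM of 31.8, 18.8 and 57.2 in the same order, a log2 ratio of 0.85 that passed the threshold of 1 after rescaling to equal FPKM sums (1.06) and against *t w18*/+ (1.60). *Id3* had an FPKM of 75.1, 85.8 and 60.6, a log2 ratio of -0.31, and *Smad6* an FPKM of 3.95, 3.04 and 5.70, a log2 ratio of 0.53. The log2 ratio of *Smad7* was -0.11 and changed its sign after rescaling to equal FPKM sums (0.10). The median difference of log2(FPKM + 1) over these genes and *Wnt3* was 0.17, with 3 genes higher and 3 lower in *t w18*/*t w18*, at percentile 87.0 of the matched random lists, and -0.24 in *t w18*/+, at percentile 1.55, below the lower limit of 2.5.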

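*Bmp2*, on Chr 2 from 133552159 to 133562885, had an FPKM of 14.1 in wild type, 10.0 in *t w18*/+ and 31.0 in *t w18*/*t w18*, from about 700, 700 and 2131 fragments. The log2 ratio was 1.13 in *t w18*/*t w18* and -0.50 in *t w18*/+, and it stayed past the threshold of 1 in *t w18*/*t w18* under every alternative.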

BMP signaling is the major inducer of extra-embryonic and lateral mesoderm (Tonegawa et al., 1997; Arnold et al., 2006). Among the most highly upregulated mesodermal genes is the TGFβ co-receptor *Endoglin* (*Eng*), which is involved in extra-embryonic mesoderm formation and vasculogenesis (Arthur et al., 2000; Jonker and Arthur, 2001). 

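*Eng* had an FPKM of 2.72 in wild type, 2.51 in *t w18*/+ and 15.6 in *t w18*/*t w18*, from about 130, 168 and 1031 fragments, a log2 ratio of 2.52 in *t w18*/*t w18* and -0.12 in *t w18*/+. By the difference of log2(FPKM + 1), it ranked 102 of 13118 genes among the increases in *t w18*/*t w18*, and 58 of the 475 genes with an FPKM of at least 10 in *t w18*/*t w18* or wild type that were also higher by at least 1 against *t w18*/+. In the same libraries, 10 of 11 listed endothelial genes were higher in *t w18*/*t w18* than in wild type.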

Among the lateral mesoderm regulators several Gata factors (*Gata2*, *Gata3*), *Hand1* and *Hand2* are more highly expressed in the mutant transcriptome. These data indicate that mesoderm formation downstream of BMP signaling appears unaffected in the mutant.

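*Gata2* had an FPKM of 8.44 in wild type, 8.08 in *t w18*/+ and 19.8 in *t w18*/*t w18*, a log2 ratio of 1.23 in *t w18*/*t w18*. *Gata3* had an FPKM of 1.89, 3.45 and 10.8 in the same order, from about 84, 217 and 668 fragments, a log2 ratio of 2.51. *Hand1* rose from 9.31 and 14.0 to 34.6, a log2 ratio of 1.90, and *Hand2* from 27.5 and 16.3 to 63.0, a log2 ratio of 1.20. All of these stayed past the threshold of 1 in *t w18*/*t w18* under every alternative. Together with *Bmp2* and *Eng*, their median difference of log2(FPKM + 1) was 1.48 in *t w18*/*t w18*, at percentile 100 of the matched random lists, and -0.071 in *t w18*/+, at percentile 34.7. The study named these genes for being higher in these libraries, so the percentile in *t w18*/*t w18* is not independent evidence. Genes of other tissues were higher in *t w18*/*t w18* too: the median of 13 extra-embryonic ectoderm genes, a tissue that was removed for genotyping, was 1.11.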

We also observed that the pluripotency genes *Nanog*, *Oct4* and *Sox2*, which are expressed in the epiblast (Nichols et al., 1998; Avilion et al., 2003; Mitsui et al., 2003), are expressed at a lower level in the mutants.

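*Nanog* had an FPKM of 23.0 in wild type, 27.1 in *t w18*/+ and 5.35 in *t w18*/*t w18*, a log2 ratio of -2.11 in *t w18*/*t w18*. *Pou5f1*, which encodes Oct4 and lies on Chr 17 distal to the deletion, had an FPKM of 628, 721 and 274 in the same order, a log2 ratio of -1.20 that fell under the threshold of 1 after rescaling to equal FPKM sums (-0.99). *Sox2* had an FPKM of 13.0, 11.3 and 5.10, a log2 ratio of -1.35, and it lies within the non-coding gene *Sox2ot*, with which fragments could have been shared. In *t w18*/+ the difference of log2(FPKM + 1) had a median of 0.20, at percentile 92.4 of the matched random lists, and in *t w18*/*t w18* of -1.20, at percentile 0.08. A list of 10 other epiblast genes had a median of -0.69 in *t w18*/*t w18*.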

In summary, the transcriptome data indicated that the *t^w18^* mutants are characterized by impaired Nodal and WNT signaling downstream of the ligands.

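The paper states that targets of Nodal and WNT signaling in the epiblast are downregulated, and that the ligands *Nodal* and *Wnt3*, the Nodal convertases and the intracellular transmitters are not affected. In the paper's reading, the transcriptome data point to impaired signaling downstream of the ligands. Because the upregulated markers of the AVE also depend on Nodal, it proposes that Nodal signaling is impaired mainly in the epiblast. From the BMP targets and the higher expression of *Bmp2*, *Eng*, *Gata2*, *Gata3*, *Hand1* and *Hand2*, it reasons that mesoderm formation downstream of BMP appears unaffected. A plot of both mutant genotypes shows the changes by group of genes.

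**Figure D1:**
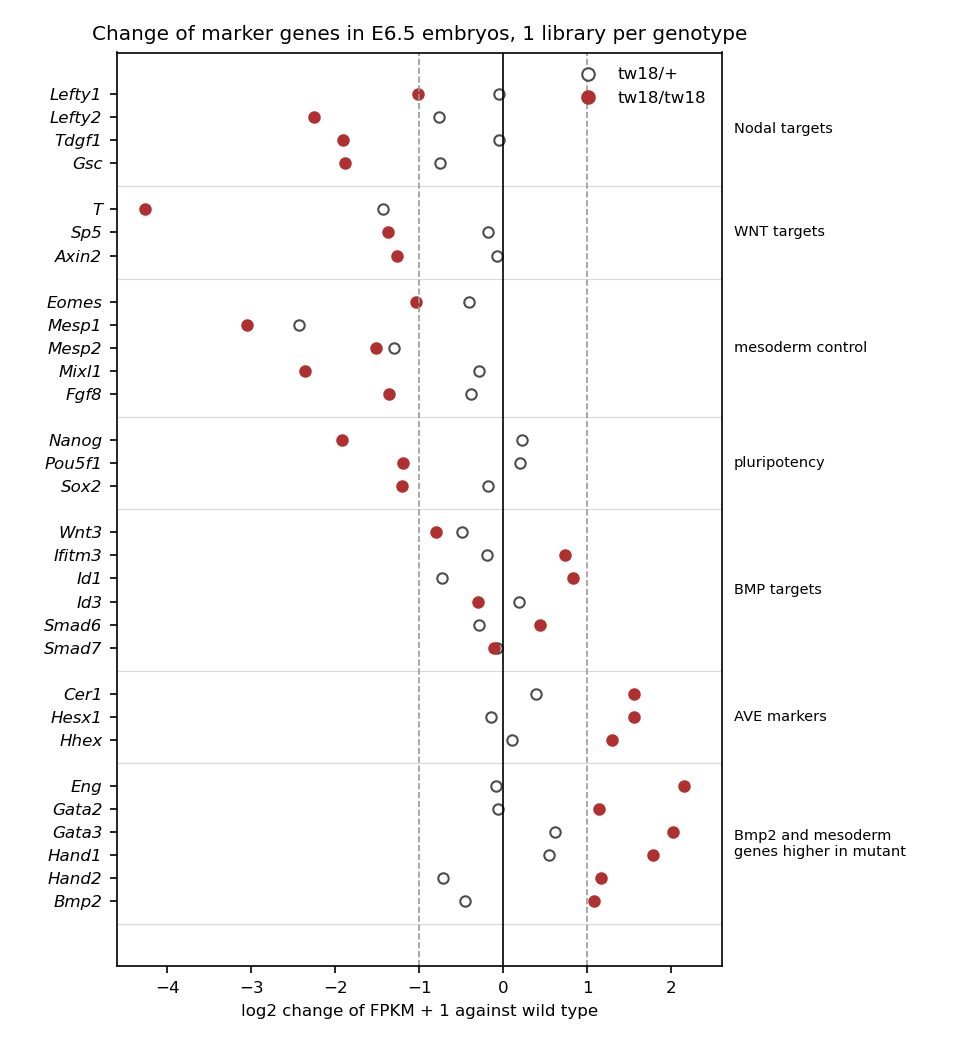
Difference of log2(FPKM + 1) against wild type for each gene in the *t w18*/+ library (open points) and the *t w18*/*t w18* library (filled points), 1 library per genotype, so there are no error bars; dashed lines mark -1 and 1. In *t w18*/*t w18* the Nodal targets, WNT targets, mesoderm control and pluripotency genes lie between -4.27 and -1.01, the BMP targets between -0.80 and 0.83, and the AVE markers, *Bmp2*, *Eng* and the Gata and Hand genes between 1.08 and 2.16.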

### Homozygous *t^w18^* embryos are disorganized

Transcriptome data per se do not provide spatial resolution, and a reduction or increase of marker gene expression at the transcriptome level does not allow us to distinguish whether the expression per cell or the relative number of cells expressing the marker is altered. Thus, to characterize the etiology of the *t^w18^* phenotype in embryos we performed whole-mount *in situ* hybridizations (WISHs) of marker genes on E6.5, E7.5, E8.5, and E9.5 embryos derived from inter-crosses of heterozygous *t^w18^* animals.

At E6.5, PS formation is initiated by activities of Nodal and Wnt3 signaling in the proximal posterior epiblast in concert with BMP signaling from the extraembryonic ectoderm (reviewed in Tam and Loebel, 2007). In all embryos derived from inter-crosses, *Nodal* and *Wnt3* mRNA showed the wild-type pattern according to the individual embryonic stage [mutant embryos were slightly younger (E6.0)] (Fig. 2A-B′). *T* expression in wild-type and heterozygous embryos overlapped with *Wnt3*, as expected (Fig. 2C). In contrast, *T* expression was undetectable (Fig. 2C′, *n*=3/4) or severely downregulated in *t^w18^* homozygotes (Fig. 2C″, *n*=1/4). Thus, the WISH data show that the signal molecules Nodal and Wnt3, which are essential for gastrulation and mesoderm formation, are expressed at their correct position in the *t^w18^* mutant. In contrast, activation of the downstream effector *T* is insufficient, indicating a deficiency in mesoderm formation.

**Fig. 2.**
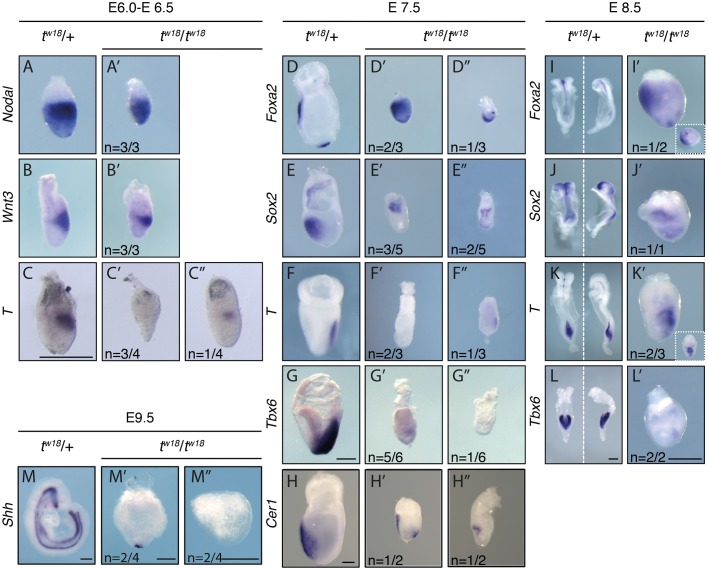
**Marker gene analyses by *in situ* hybridization highlight primitive streak and patterning defects in *t^w18^* mutant embryos.** (A-L″) WISH analysis of E6.5 (A-C″), E7.5 (D-H″), E8.5 (I-L′), and E9.5 (M-M″) *t^w18^* heterozygous (*t^w18^*/+) and homozygous (*t^w18^*/*t^w18^*) mouse embryos showing the expression of *Nodal* (A-A′), *Wnt3* (B-B′), *T* (C-C′, F-F″, J-J′), *Foxa2* (D-D″, H-H′), *Sox2* (E-E″, I-I′), *Tbx6* (G-G″, L-L′), *Cer1* (H-H″) and *Shh* (M-M″). Scale bars: 250 µM in A-G″ and I-M″, 200 µM in H-H″.

From E7.5 onwards, homozygous *t^w18^* embryos can be identified morphologically by growth-retardation compared to wild-type and heterozygous littermates. At this stage, *Foxa2* marks the AVE and the node (Monaghan et al., 1993; Ang and Rossant, 1994; Perea-Gomez et al., 1999) (Fig. 2D). In homozygous *t^w18^* embryos *Foxa2* expression was detectable only in superficial cells probably representing the VE (Fig. 2D′,D″). In general, *Foxa2* transcripts appeared more widely expressed in homozygotes, with enrichment at either the distal tip or the presumed anterior pole. At E7.5, *Sox2* marks the future brain and the chorion (Wood and Episkopou, 1999; Avilion et al., 2003) (Fig. 2E). In *t^w18^* homozygotes, embryonic *Sox2* expression was either not detectable or reduced and without a clear anterior restriction (Fig. 2E′,E″). Extraembryonic ectodermal expression was detectable in all mutants but appeared as a band-like domain at the border to the epiblast (*n*=5). *T* expression was still either undetectable (Fig. 2F′, *n*=2/3) or faint (Fig. 2F″, *n*=1/3). *Tbx6*, a *T* target and marker of the paraxial mesoderm (Chapman et al., 1996, 2003) (Fig. 2G) was also only faintly expressed at the posterior end (Fig. 2G′, *n*=5/6) or undetectable (Fig. 2G″, *n*=1/6). In wild-type embryos *Cer1* was expressed in the AVE, as described (Fig. 2H) (Biben et al., 1998). Similarly, *Cer1* was detectable in the AVE of *t^w18^* homozygotes (Fig. 2H′,H″). In addition, in one of the mutants expression was detectable in migrating mesendoderm, as previously observed in early primitive streak-stage wild-type embryos (Fig. 2H′, *n*=1/2; see Fig. 4A in Biben et al., 1998).

Taken together, these data suggest that a functional AVE is present in the mutant embryos, but neuroectodermal patterning, as well as mesoderm and extraembryonic tissue development, is compromised in *t^w18^* homozygotes at E7.5.

E8.5 and older *t^w18^* mutants remain growth retarded, spherical and are disorganized. Organogenesis and axial elongation, as observed in wild-type and heterozygous littermates, is not taking place. Accordingly, the expression of marker genes lacks proper patterning. *Foxa2* was either undetectable (*n*=1/2, data not shown) or widely expressed in homozygotes (Fig. 2I′, *n*=1/2), and a small separate domain had formed at the distal tip of the embryo (Fig. 2I′ inlet), while heterozygous and wild-type littermates showed expression in the notochord and posterior endoderm. The pan-neural marker *Sox2* was diffusely and widespread expressed in *t^w18^* homozygotes (Fig. 2J′). The pan-mesodermal marker *T* was detectable in a patch of cells in some homozygotes (Fig. 2K′, *n*=2/3). *Tbx6* was hardly detectable in *t^w18^/t^w18^* embryos (Fig. 2L′, *n*=2/2).

At E9.5 *Shh* marks axial mesoderm and definitive endoderm (Martí et al., 1995) (Fig. 2M). In *t^w18^* mutants, a single domain of *Shh* expression at the distal tip of some embryos (Fig. 2M′, *n*=2/4) or no staining was observed (Fig. 2M″, *n*=2/4). The single distal domain of *Shh* expression might represent a node-like domain, given that a similar domain was observed for *Foxa2* expression at E8.5.

The marker expression patterns confirm that mesoderm formation (*T*), in particular paraxial mesoderm (*Tbx6*) and notochord development (*Foxa2, T*), remains impaired in E8.5 *t^w18^* homozygotes. Since the notochord and the mesoderm are essential for cellular organization and organ development, proper organ structures cannot form in the mutant.

To further characterize *t^w18^* mutants at the protein level, we performed whole-mount immunofluorescence staining for markers of pluripotency and differentiation on E7.5 embryos. The pluripotency factor POU5F1 (OCT4) is strongly expressed in the entire epiblast and quickly downregulated in differentiating cells of wild-type and *t^w18^* heterozygous embryos (Yeom et al., 1996; Yoshimizu et al., 1999; Hoffman et al., 2013) (Fig. 3A and data not shown). In *t^w18^* mutant embryos, the epiblast was small and malformed, but also OCT4 positive (Fig. 3A′).

**Fig. 3.**
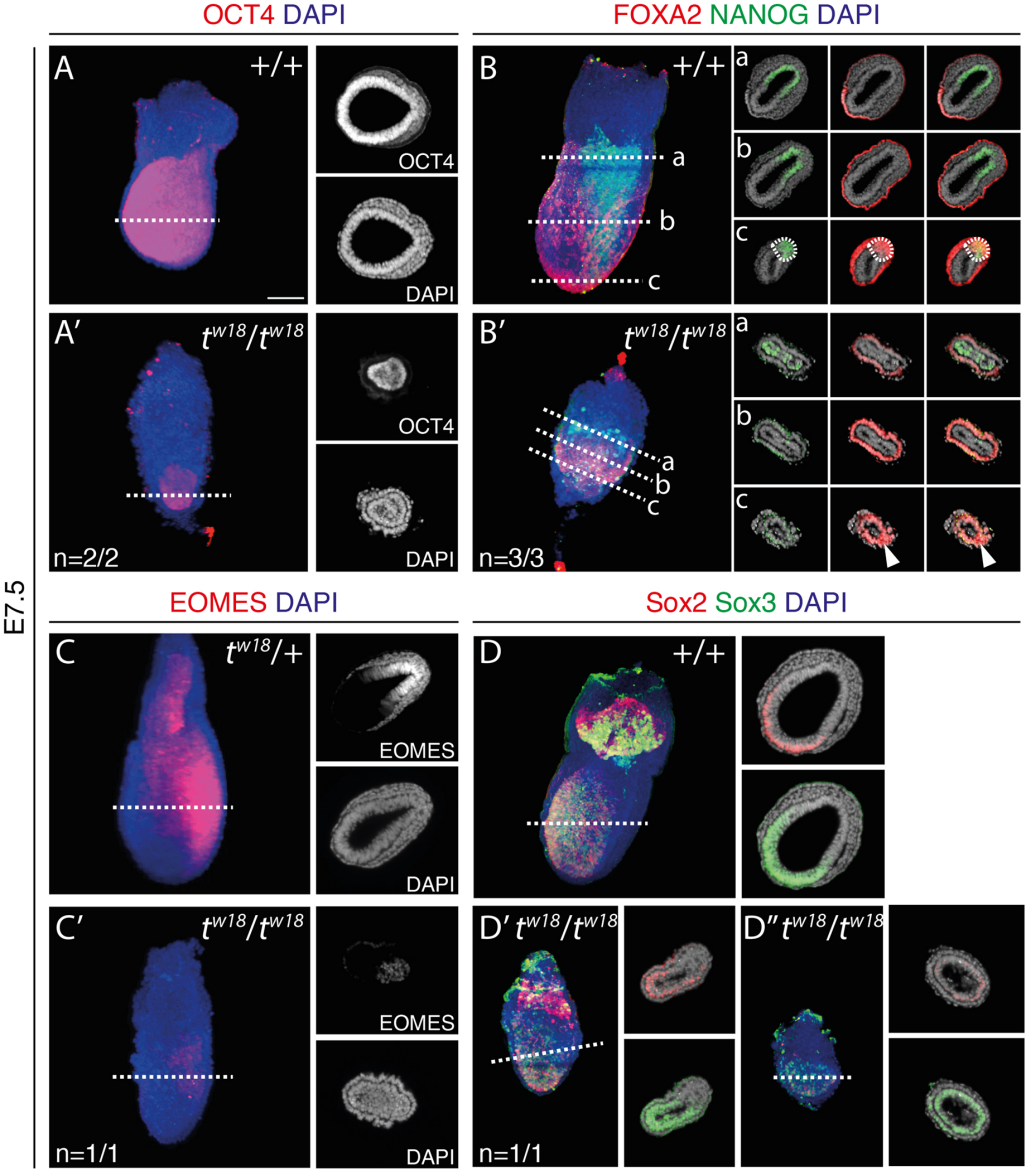
**Marker gene analyses by immunofluorescence staining highlight primitive streak and patterning defects in *t^w18^* mutant embryos.** (A-D″) E7.5 *t^w18^* heterozygous and homozygous mouse embryo whole-mount immunofluorescence staining for OCT4 (A-A′), FOXA2 and NANOG (B-B′), EOMES (C-C′), SOX2 and SOX3 (D-D″). Left big panels: lateral view of the embryo (3D volume renderings). Right small panels: optical transversal sections for the section planes indicated by white dashed lines in the left panels. Counterstaining was performed with DAPI. Scale bar: 100 µm.

At E7.5, FOXA2 protein marks the visceral endoderm, in particular the AVE, and the node; NANOG marks the posterior half of the epiblast, and EOMES the PS and nascent mesoderm (Fig. 3B,C). In homozygous *t^w18^* embryos, FOXA2 protein expression occurred in the right tissue (Fig. 3B′). An accumulation of strongly FOXA2-positive cells was detectable at the distal tip, in line with the node-like structure described before (Fig. 3B′, arrowhead in section plane c). NANOG protein expression was patchy and disorganized, restricted to the proximal epiblast, but without a posterior restriction (Fig. 3B′, section plane a). EOMES was weakly detectable in a patch of cells located at the presumed posterior end of a *t^w18^* mutant embryo, as part of a cell mass filling the amniotic cavity (Fig. 3C′).

With the onset of neurogenesis, the anterior epiblast expresses the neural control factors SOX2 and SOX3 (Wood and Episkopou, 1999) (Fig. 3C). Homozygous *t^w18^* embryos either expressed SOX2 and SOX3 with an anterior restriction (Fig. 3C′, *n*=1/2), or SOX2 protein was hardly detectable, while SOX3 was detected throughout the epiblast (Fig. 3C″, *n*=1/2). Accordingly, in *t^w18^* mutants neurogenesis appears to be initiated, while an anterior restriction does not occur in all cases.

Mesoderm formation involves epithelial to mesenchymal transition (EMT), a multistep process involving downregulation of E-cadherin (E-cad; *Cdh1*; Nakaya et al., 2008). In parallel, after uniform expression in the epiblast at E6.5, N-cadherin is up regulated (N-cad; *Cdh2*) in migrating mesodermal cells (Maeda et al., 2005; Wheelock et al., 2008; Bao et al., 2009) (Fig. 4A). In sections of *t^w18^* homozygous embryos, N-cad expression was not detectable, while E-cad protein was observed throughout the thickened epithelium (Fig. 4A′).

**Fig. 4.**
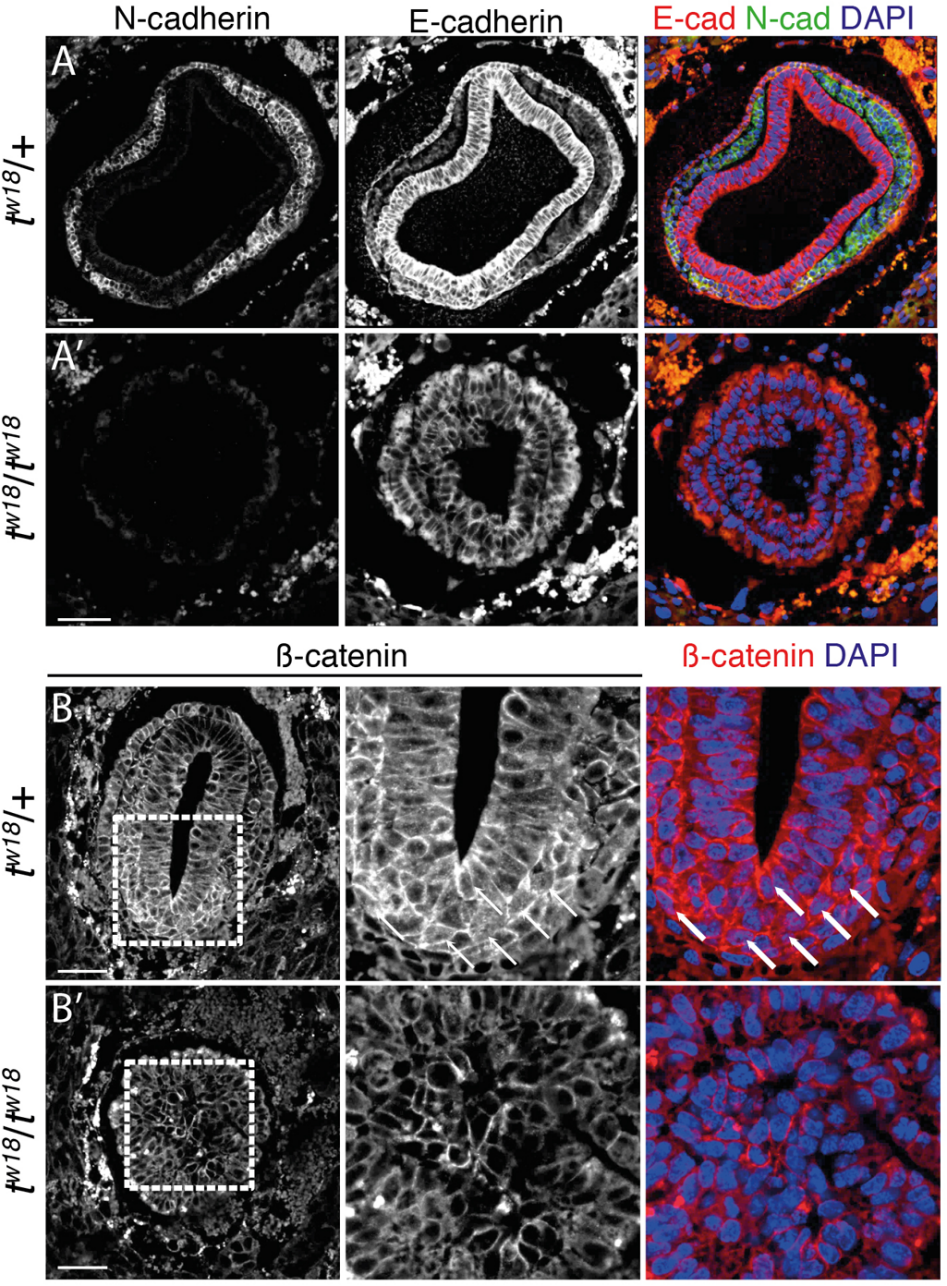
***t^w18^* mutant embryos are unable to undergo EMT.** (A-B′) Immunofluorescence staining on transversal paraffin sections of E7.5 *t^w18^* heterozygous (*t^w18^*/+) (A,B) and homozygous (*t^w18^*/*t^w18^*) (A′,B′) mouse embryos within the deciduum. Sections were probed for either E-Cadherin and N-Cadherin (A-A′) or β-Catenin (B,B′), and counterstained with DAPI. Dashed rectangles in B and B′ indicate regions magnified in the neighboring panels. Arrows in B point to some exemplary cells with nuclear β-Catenin staining. Scale bar: 50 µm.

Another fundamental component of the adherens junctional complex is β-catenin (*Ctnnb1*; β-cat), which provides the intracellular link to the actin cytoskeleton, but also functions in the canonical WNT signaling pathway (Hulsken et al., 1994; reviewed in Kemler, 1993; Peifer, 1995). Accordingly, in sections of wild-type (not shown) and *t^w18^* heterozygous embryos, we observed β-cat at the membrane and also in nuclei at the PS (Fig. 4B). In sections of *t^w18^* homozygotes, β-cat was detected only at the membrane of epiblast cells and of cells filling the amniotic cavity (Fig. 4B′). These findings suggest that mutant cells retain epithelial characteristics, are unable to undergo EMT, and therefore accumulate at the site of the PS and bulge into the amniotic cavity.

The combined transcriptome, WISH, and immunofluorescence data provide a sufficiently detailed picture of the events leading to the *t^w18^* mutant phenotype. While the Nodal and Wnt3 signal molecules are properly expressed at the future posterior pole, the Nodal and WNT signal pathways in the epiblast are impaired and thus their targets are not or insufficiently expressed. The AVE is established in the mutants allowing neural induction at the anterior pole. PS induction by BMP signaling is likely to be initiated, and at E8.5 a node-like domain is present at the distal tip of some mutant embryos. However, notochord formation does not occur, mesoderm formation is impaired, and the embryo is disorganized. Since EMT does not occur either, proliferating cells in the posterior epiblast eventually fill the (pro)amniotic cavity in some of the embryos. However, some mesoderm formation downstream of BMP signaling appears to take place. There is also considerable variation in the penetrance of the mutant phenotype, which might be due to inhomogeneous (non-inbred) genetic backgrounds between embryos causing variable expression of the phenotype in individual embryos.

### The gastrulation defects of homozygous *t^w18^* mutants are caused by loss of *Ppp2r1a*

Next we attempted to identify the gene responsible for the *t^w18^* mutant phenotype. The *t^w18^* haplotype is characterized by a large deletion of at least 3.3 Mb of the *t* complex on Chr17 (Búcan et al., 1987; Barclay et al., 1996). Since all protein-coding genes have been identified by genome sequencing, we decided to take a candidate gene approach to identify the *t^w18^* lethal. This required us to determine the breakpoints and exact extent of the deletion, and thus all genes deleted. We attempted to generate *t^w18^* homozygous embryonic stem cell (ESC) lines, which failed. Therefore we sequenced the genomic DNA of heterozygous *t^w18^*/+ by massive parallel sequencing. Read mapping to Chr17 revealed a sharp increase of the read density at position 23.6 Mb marking the distal deletion breakpoint (Fig. 5A, asterisk). On the centromere-close side only an approximate interval of the deletion breakpoint could be demarcated between Chr 17:18.0-19.7 Mb (Fig. 5A, red line). To position the breakpoint more precisely, we performed polymerase chain reaction (PCR) analyses on genomic DNA derived from heterozygous *t^w18^*/+ and homozygous *t^w18^/t^w18^* embryos. Amplicons could be generated until position Chr17:19190492 in both DNA samples (Fig. 5B, 18.48-19.19 Mb), whereas fragments from Chr17:19330513 on could not be amplified from *t^w18^/t^w18^* genomic DNA (Fig. 5B, 19.33 and 19.41 Mb, lower panel). Thus, we defined the region between Chr17:19190492-19330513 and 23.6 Mb, an interval of 4.3 Mb, as the deletion of the *t^w18^* haplotype carrying the *t^w18^* lethal.

**Fig. 5.**
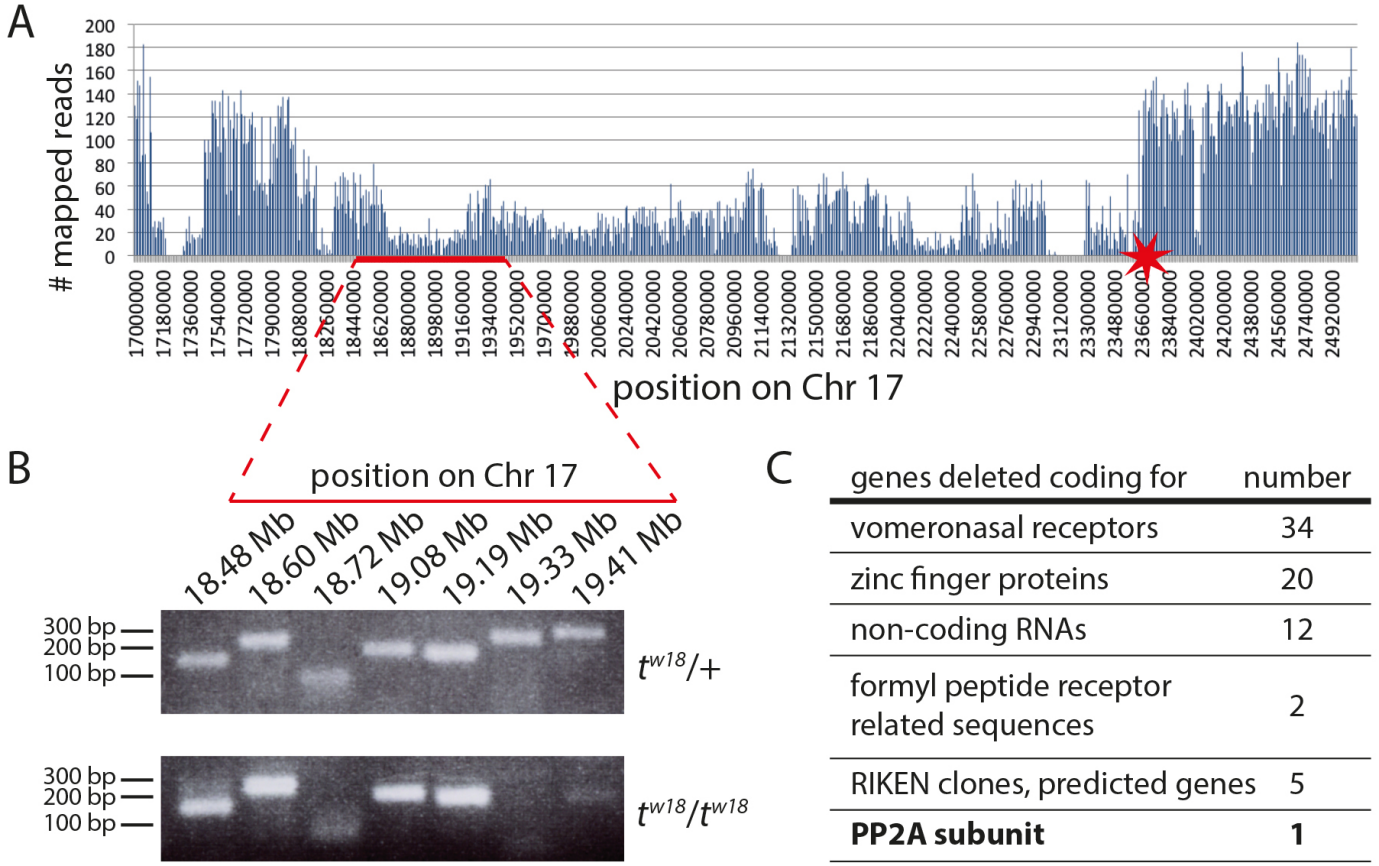
**The *t^w18^* deletion extends over 4.3 Mbp of Chromosome 17.** (A) Number of reads obtained by next generation sequencing of *t^w18^*/+ derived genomic DNA mapped to position Chr 17:17000000-25090000. The 3′ end of the deletion is found approximately at position Chr 17:23600000 (asterisk) whereas the 5′ end was roughly positioned between Chr 17: 18.4-19.4 Mb. (B) The presence of DNA elements around the region determined to contain the proximal breakpoint were analyzed by PCR. DNA fragments obtained by PCR amplification and visualized by gel electrophoresis; homozygous *t^w18^* genomic DNA (lower panel) was amplified up to position Chr 17:19.19 Mb, whereas amplicons were absent from position Chr 17:19.33 Mb, indicating that the deletion starts between position 19.19 and 19.33 Mb. (C) Rough functional assignment of the 74 genes deleted in *t^w18^*.

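The interval from the proximal limit at 19190492 to the distal breakpoint at 23600000 on Chr 17 (GRCm38) holds 62 genes of the FPKM table by their annotated positions: 34 vomeronasal receptor genes, 20 zinc finger genes, 2 formyl peptide receptor genes, *Ppp2r1a* and 5 others. Of the vomeronasal receptor genes, 33 were listed at 0 in all 3 samples. An FPKM of at least 1 in wild type was reached by 25 genes, 19 of them zinc finger genes. The median over these 25 genes was 57.3% of the wild-type FPKM in *t w18*/+ and 9.93% in *t w18*/*t w18*. The alternative that moved the median in *t w18*/*t w18* most, a pseudocount of 1, gave 31.6%, since most of these genes have a low FPKM. Without the 2 most distal genes, *Zfp213* and *Zfp13*, a choice made after their values were seen, it was 9.01% in *t w18*/*t w18*, where 19 of the other 23 genes were under 20% and the range was 2.02% to 82.0%. At the distal end, *Zfp13*, at 23575844 to 23599487, kept an FPKM of 7.46 in *t w18*/*t w18* beside 10.9 in wild type, and 52.3% of the 50 bp words of *Zfp213* also occur in other genes. The 82.0% belonged to *Vmn2r-ps129*, a pseudogene with an FPKM of 1.54 in wild type and 1.27 in *t w18*/*t w18*, named after its values were seen. Of its 50 bp words, 87.9% also occur in other genes.

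**Figure D2:**
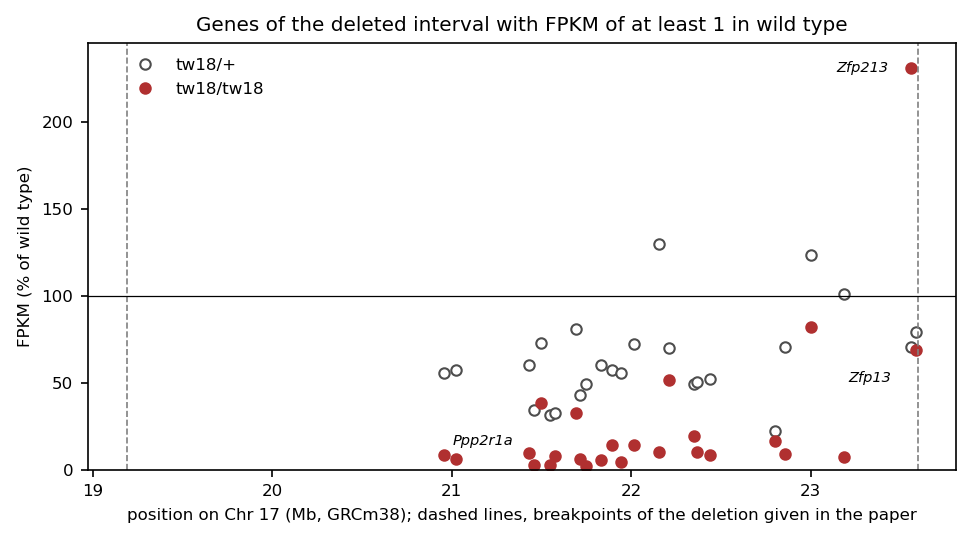
FPKM as a percent of wild type (vertical axis) against the position on Chr 17 (horizontal axis) for the 25 genes in *t w18*/+ (open points) and *t w18*/*t w18* (filled points), 1 library per genotype; dashed lines are the limits of the deletion given in the paper. Of the filled points proximal to *Zfp213*, 19 lie under 20%, while *Zfp213* lies at 231% and *Zfp13*, next to the distal breakpoint, at 68.7%.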

The entire deletion contains 74 genes (Fig. 5C; Table S2). We excluded the 34 vomeronasal receptor genes and the non-coding RNAs as likely candidates, and searched the databases and literature for information on the remaining 25 candidates. For most of the 20 zinc finger genes the available data provided no information on expression or function.

The gene encoding the PP2A scaffolding subunit Aα, *Ppp2r1a* (Mayer-Jaekel and Hemmings, 1994) was selected as the most likely candidate, since PP2A plays an important role in signal transduction. In addition, homozygous loss of the catalytic subunit Cα (*Ppp2ca*) of PP2A has been shown to cause mesodermal defects and embryonic lethality (Götz et al., 1998). However, PPP2R1A can be substituted in the PP2A complex by PPP2R1B, and it was uncertain if loss of *Ppp2r1a* would be complemented by *Ppp2r1b* in the gastrulating embryo. To test this we generated a *Ppp2r1a* knockout in G4 ESCs (George et al., 2007) using a construct provided by the KOMP consortium (Fig. 6A). 

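*Ppp2r1a* lies on the plus strand of Chr 17 from 20945311 to 20965916 (GRCm38), within the deleted interval, and its annotated transcript has 15 exons and 2410 bp. It was the most abundant gene of the interval in wild type. In *t w18*/+ it kept 55.9% of its wild-type FPKM and in *t w18*/*t w18* 8.72%, the latter from about 583 fragments, far above the FPKM of 0.0657 that 3 fragments would give. Of the 50 bp words of its transcript, 0.127% also occur in other genes.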

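*Ppp2r1b*, on Chr 9 from 50845301 to 50894229, had an FPKM of 30.4 in wild type, 30.3 in *t w18*/+ and 24.4 in *t w18*/*t w18*, a log2 ratio of -0.0080 in *t w18*/+ and -0.32 in *t w18*/*t w18*. Of the catalytic subunits, *Ppp2ca* had an FPKM of 167, 162 and 127 in the same order, a log2 ratio of -0.40 in *t w18*/*t w18*, and *Ppp2cb* of 49.2, 48.0 and 36.9, a log2 ratio of -0.41. Of the other subunits, *Ppp2r2d* had an FPKM of 36.2, 28.2 and 19.6, a log2 ratio of -0.88 in *t w18*/*t w18*, and *Ppp2r2c* of 2.68, 0.849 and 1.53, from about 153, 68.6 and 121 fragments, a log2 ratio of -1.66 in *t w18*/+ and -0.81 in *t w18*/*t w18*. *Ppp2r3a* had an FPKM of 2.71, 2.33 and 5.41 and a log2 ratio of 0.99 that passed 1 with each sample centred on the median log2 ratio (1.04), after rescaling to equal FPKM sums (1.21) and against *t w18*/+ (1.21).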

We screened for homologous recombination by using Southern blot analysis (Fig. 6B). We generated heterozygous mice and established a multiplex PCR approach to facilitate genotyping of mutants (Fig. 6C).

**Fig. 6.**
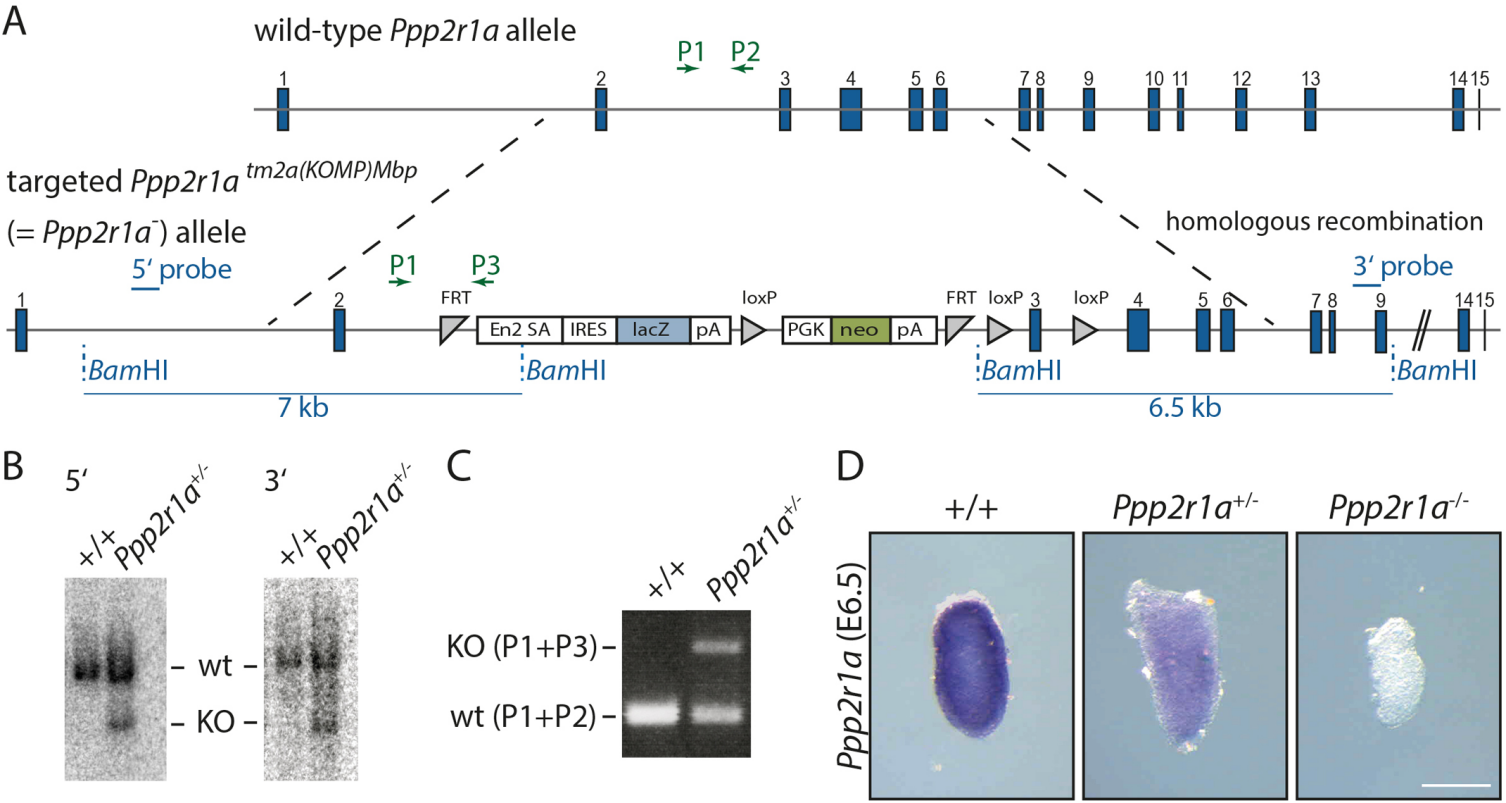
**Targeting of the *Ppp2r1a* locus by homologous recombination.** (A) *Ppp2r1a* targeting construct integrated into the wild-type *Ppp2r1a* locus (upper panel) by homologous recombination (lower panel). The stop cassette in intron 2 leads to abrogation of transcription. (B) Southern blot analysis of a successfully targeted ESC clone; a *Bam*HI digest reveals a wild-type fragment of 13 kb, the targeted allele shows a 7 kb fragment with the 5′ and a 6.5 kb fragment with the 3′ external Southern probe. (C) PCR genotyping using three primers (P1, P2, P3) distinguishes between wild-type mice and mice carrying the targeted allele. (D) WISH analysis of embryos at E6.5 resulting from *Ppp2r1a*^+/−^ inter-crosses shows absence of *Ppp2r1a* expression in homozygous *Ppp2r1a*^−/−^ embryos. Scale bar: 200 µm.

To determine the expression pattern of *Ppp2r1a* in embryos and to validate the loss of function mutation, we performed WISH of *Ppp2r1a* RNA on E6.5 embryos obtained from *Ppp2r1a*^+/−^ inter-crosses. *Ppp2r1a* mRNA is ubiquitously expressed in wild-type and heterozygous embryos (Fig. 6D). Homozygous littermates lacked the *Ppp2r1a* transcript, demonstrating that the knockout allele is a true null allele.

Next we tested if the *Ppp2r1a* knockout allele would complement the *t^w18^* phenotype or cause a phenotype in embryos carrying both mutant alleles (Fig. 7A). *Ppp2r1a*^+/−^ mice were mated with *t^w18^*/+ mice and embryos were dissected at E8.5. Embryos carrying *t^w18^* and the *Ppp2r1a* knockout allele on the wild-type chromosome (*t^w18^*/+; *Ppp2r1a^−/−^*) showed growth retardation and no organ structures, while heterozygous littermates of either genotype had developed normally. These data showed that the *Ppp2r1a* knockout uncovers a developmental lethal within the *t^w18^* deletion and does not complement the *t^w18^* lethal phenotype. Next we asked if the mutant phenotype of the *Ppp2r1a* knockout and of *t^w18^* homozygous embryos is similar (Fig. 7B). Histological sections of homozygous embryos showed that the amniotic cavity was filled with cells in both mutants at E7.5. This similarity of the phenotype suggested that the *t^w18^* lethal phenotype indeed may be due to loss of *Ppp2r1a.*

**Fig. 7.**
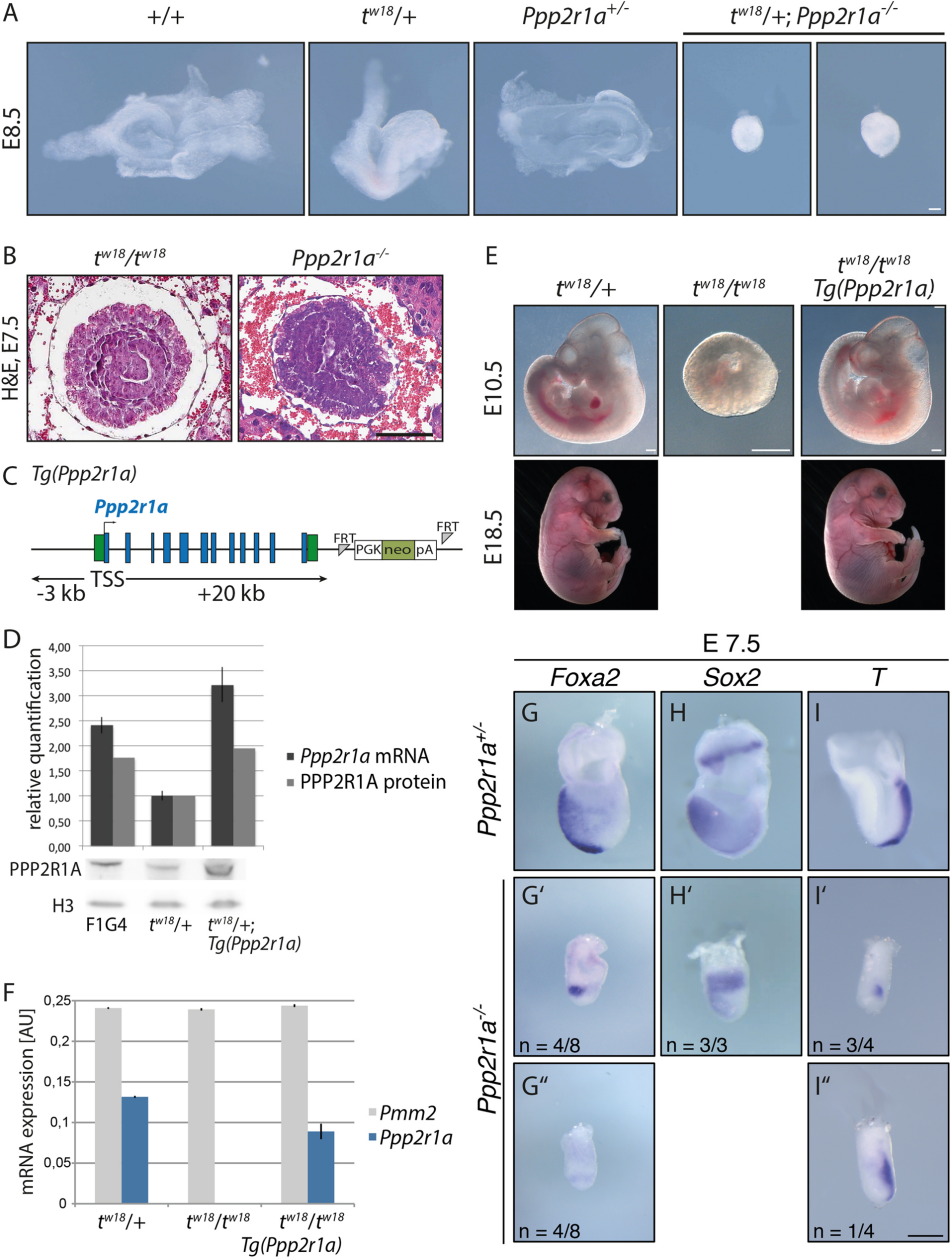
**Knockout of *Ppp2r1a* reconstitutes and *Ppp2r1a* expression rescues the *t^w18^* homozygous phenotype.** (A) Morphology of E8.5 embryos derived by crossing *t^w18^*/+ and *Ppp2r1a*^+/−^ mice; embryos were genotyped by PCR following imaging. *t^w18^*/+;*Ppp2r1a*^−/−^ embryos failed to gastrulate and resemble *t*^w18^ homozygotes. (B) Histological H&E-stained paraffin sections of E7.5 *Ppp2r1a* knockout and *t^w18^*/*t^w18^* embryos. The amniotic cavities of both embryos are filled with cells. (C) Rescue construct containing the *Ppp2r1a* locus comprising 3 kb upstream and 20 kb downstream of the transcription start site (TSS). (D) Test for functioning of the *Ppp2r1a* rescue construct in ESCs. *Ppp2r1a* RNA expression analyzed by qPCR and normalized to *Pmm2* and *Hmbs* (upper panel), PPP2R1A protein levels analyzed by western blotting (lower panel) followed by quantification (upper panel) relative to H3 protein. Expression of the rescue transgene increased *Ppp2r1a* mRNA and protein levels in the transgenic ESC clone. Error bars indicate standard deviation of technical replicates. (E) *Ppp2r1a* expression rescues the *t^w18^* homozygous phenotype. Embryos from breedings of *t^w18^*/+ females with *t^w18^*/+, Tg(*Ppp2r1a*) males were analyzed at E10.5 and E18.5; homozygous *t^w18^* embryos carrying the transgene Tg(*Ppp2r1a*) developed normally at least until E18.5. (F) qPCR analyses of E10.5 embryos from (E). *Ppp2r1a* expression levels were restored to 67% of the single wild-type allele of *t^w18^* heterozygotes by the rescue construct. Error bars indicate standard deviation of technical replicates. (G-I″) WISH analysis of E7.5 *Ppp2r1a^+/−^* and *Ppp2r1a^−/−^* mouse embryos for the expression of *Foxa2*, *Sox2*, and *T*. Scale bar: 100 µm in A,G-I″ and 500 µm in E.

The morphological data, however, did not exclude that the *t^w18^* deletion might contain another gene showing a similar phenotype upon loss of function, and that the *t^w18^* homozygous phenotype may be the result of several gene losses. To exclude the latter possibility we performed a rescue experiment. We subcloned the *Ppp2r1a* gene including 3 kb upstream and 20 kb downstream of the TSS comprising the gene promoter and poly(A) signal via gap repair recombineering from a bacterial artificial chromosome (BAC) clone and introduced the linearized clone as a transgene randomly into *t^w18^*/+ ESCs (Fig. 7C). We analyzed *Ppp2r1a* mRNA levels by using quantitative PCR (qPCR) and analyzed protein levels by using western blotting in wild-type (F1G4), *t^w18^*/+ and transgenic ESCs (Fig. 7D). As expected, *Ppp2r1a* expression was around twofold higher in the wild-type cells compared to *t^w18^*/+ cells, which express only one allele. The transgenic construct increased the mRNA and protein expression of *Ppp2r1a* in transgenic ESCs to approximately the wild-type level, suggesting that it functions properly (Fig. 7D).

We established a mouse line from transgenic ESCs by morula aggregation (Eakin and Hadjantonakis, 2006). We mated transgenic mice with *t^w18^* heterozygotes and isolated embryos at E10.5. The *t^w18^* homozygous embryos, which had survived to this stage, did not show recognizable organ structures, while homozygotes carrying the transgene [*t^w18^*/*t^w18^*; Tg (*Ppp2r1a*)] were morphologically indistinguishable from heterozygotes (Fig. 7E). The rescue was also complete at E18.5 suggesting that the *t^w18^* deletion contains no other genes besides *Ppp2r1a*, which are essential for embryogenesis (Fig. 7E). qPCR data confirmed the expression of *Ppp2r1a* mRNA in transgenic embryos homozygous for *t^w18^* (Fig. 7F).

Thus, loss of *Ppp2r1a* is solely responsible for the embryonic lethal phenotype caused by the *t^w18^* deletion.

To further confirm that the molecular phenotype of *Ppp2r1a*^−/−^ embryos showed the same expression patterns of marker genes as *t^w18^* homozygotes, we performed WISH on E7.5 embryos. The expression of *Foxa2*, *Sox2*, and *T* showed very similar dysregulation in *Ppp2r1a*^−/−^ as in *t^w18^* homozygotes at this stage, though the severity of the malformation was variable probably due to mixed genetic background of the mutants (compare Fig. 7G-I″ to Fig. 2D-F″).

In summary, we were able to demonstrate beyond doubt that the *t^w18^* lethal is due to loss of *Ppp2r1a*.

## DISCUSSION

The *Brachyury* (*T*) mutation was the first ‘classical’ lethal mutation identified, which affects mesoderm formation and axial development (Chesley and Dunn, 1936). Studying its properties led to the discovery of the mouse *t* haplotype and, over decades, to the identification of 16 recessive lethal mutations, the ‘*t* lethals’, causing early embryonic death (Ruvinsky et al., 1991; Bennett, 1975). Therefore, some four decades ago, the *t* complex (the wild-type form of the *t* haplotype) has been speculated to represent the prime genomic region encoding control genes for early embryonic development in the mouse. However, this proposition did not hold true. Attempts made in the following decades to isolate *t* lethals have been hampered by the difficulties to precisely localize the responsible genes within the *t* haplotype, and despite recent technical advances, prior to this report only a single *t* lethal, *t^w5^*, had been identified and molecularly characterized (Sugimoto et al., 2012).

Here we have shown that the *t* lethal *t^w18^* is a loss-of-function mutation of the gene encoding the PP2A scaffold protein PPP2R1A, which is located within a large deletion of approximately 4.3 Mbp in the *t^w18^* haplotype. Via genetic rescue of the *t^w18^* deletion by a *Ppp2r1a* transgene we show that none of the other 73 genes including 20 zinc finger genes located in this deletion is essential for embryonic development. We provide a molecular characterization of the dysfunction leading to the gastrulation defects described for homozygous embryos of the *t^9^* complementation group (*t^4^, t^9^, t^w18^*) about five decades ago (reviewed in Bennett, 1975).

The WNT and Nodal signaling pathways play essential roles in embryonic pattern formation, gastrulation and differentiation. *Nodal* and *Wnt3* expression at the early streak stage (E6.0-E6.5) appeared largely unaffected in homozygous *t^w18^* embryos, whereas their target genes were downregulated (Fig. 5D), suggesting defects in signal transduction of these pathways. Therefore, *Ppp2r1a* functions at some components of these signaling cascades.

PP2A activity is mediated by assembly of the core enzyme, consisting of the structural A subunit (PPP2R1A or PPP2R1B) and the catalytic C subunit (PPP2CA, PPP2CB), with a variable regulatory B subunit mediating substrate specificity (Sents et al., 2013). There are several lines of evidence for a role of PP2A in WNT signaling, both as a negative and a positive regulator of the cascade (reviewed in Eichhorn et al., 2009; Seeling et al., 1999; Li et al., 2001; Yamamoto et al., 2001). The downregulation of WNT targets in *t^w18^* mutants provides good evidence that in the context of gastrulation of mouse embryos PP2A is required as an activator in the WNT signaling pathway.

Bajpai et al. (2004) showed that in *Drosophila*, loss of the homologue of a B subunit of PP2A, PR55, results in downregulation of WNT targets, suggesting a role of PP2A:PR55α in stabilizing cytoplasmic β-catenin. This role is supported by the finding that PP2A is required for β-catenin dephosphorylation thereby inhibiting its degradation *in vivo* (Zhang et al., 2009; Park et al., 2016). Next to the B regulatory subunits, also the scaffolding subunit itself might contribute to the regulation of the canonical WNT pathway. In malignant colon cancer cell lines, which display a highly activated WNT pathway, PPP2R1A is almost exclusively used to assemble the PP2A holoenzyme, while in normal colon cell lines, both the α and β scaffolds are present (Carmen Figueroa-Aldariz et al., 2015). Thus, it appears that PPP2R1A is preferred over PPP2R1B in regulating WNT signaling. In *t^w18^* homozygous embryos, the lack of PPP2R1A might be partially complemented by the β scaffolding subunit, providing a possible explanation for the variable severity of the mutant phenotype.

The second developmentally important signaling cascade found to be dysregulated in *t^w18^* homozygous embryos is the Nodal pathway. It was shown that the PR55α B regulatory subunit (PPP2R2A) can interact with type I TGFβ receptors (Griswold-Prenner et al., 1998). A later study showed that PR55α (PPP2R2A) and the closely related B regulatory subunit PR55δ (PPP2R2D) exert opposing effects on the TGFβ/Activin/Nodal pathway by regulating type I receptor stability and activity (Batut et al., 2008). Knockdown of PR55α or overexpression of PR55δ in *Xenopus* embryos results in anteroposterior axis truncation, resembling phenotypes of mutants with reduced Nodal signaling. Indeed, expression levels of the Activin/Nodal target genes, such as *Gsc* were strongly reduced in these embryos. However, the exact molecular mechanisms behind these effects have so far not been elucidated. Since a reduced expression of Nodal targets was observed in mouse embryos lacking *Ppp2r1a*, it is possible that PPP2R1A in complex with PR55α is required for positive regulation of Nodal signaling by stabilizing type I TGFβ receptors, as has been shown in *Xenopus*. Another line of evidence comes from the knockout phenotype of the Activin receptor type IIa in combination with a heterozygous type IIb or a heterozygous Nodal mutation, which have been shown to cause growth arrest at the egg cylinder stage and to affect PS and mesoderm formation, reminiscent of the *t^w18^* lethal phenotype (Song et al., 1999). Thus, the growth retardation observed in *t^w18^* homozygous embryos might relate to impaired Nodal signaling in the mutant epiblast. The combined data provide compelling evidence for an essential role of *Ppp2r1a* in Nodal signal transduction during gastrulation of the mouse embryo. The spatiotemporal expression of the different PP2A subunits during early embryogenesis and how the type I receptor activity is affected in *t^w18^* embryos requires further investigation.

Besides dysregulation of the WNT and Nodal signaling cascades, the gene expression profile of E6.5 homozygous *t^w18^* embryos showed an upregulation of genes involved in cell adhesion. Mutant cells move towards the streak but then fail to delaminate and become stalled in that region. Under wild-type conditions, cells ingressing through the PS undergo EMT, which includes a switch from *E-cad* to *N-cad* expression that provides cells with a migratory behavior (Maeda et al., 2005; Wheelock et al., 2008). In our transcriptome data *Eomes* expression was downregulated in *t^w18^* mutants. Arnold et al. (2008) showed that mutants lacking *Eomes* specifically in the epiblast display defects in EMT and maintenance of *E-cad* expression. We identified a similar persistence of E-cad, accompanied by a lack of N-cad in the embryo proper of E7.5 *t^w18^* homozygotes (Fig. 4A-B″). Thus, the defects in EMT observed in *t^w18^* mutant embryos might be secondary to the downregulation of *Eomes*.

The exact molecular mechanisms by which PPP2R1A contributes to the regulation of the WNT and Nodal signaling pathways, and in particular the protein targets of PP2A in these signaling pathways, remain to be investigated.

## MATERIAL AND METHODS

### Mice and embryos

Mice were maintained in the animal facility of the Max Planck Institute for Molecular Genetics, Berlin, in accordance with international standards and protocols. Animal maintenance and all procedures performed on mice described here were performed in accordance with the German Animal Welfare Act (Tierschutzgesetz) and had prior approval from local authorities (LAGeSo).

### Generation of ESC lines and transgenic mouse lines

We generated a *t^w18^*/+ embryonic stem cell line according to standard procedures (Behringer et al., 2014). Blastocysts were obtained from matings of *t^w18^*/+ males kept on a 129/SvEv genetic background to *C57BL/6* females. To knock out *Ppp2r1a* G4 ESCs (George et al., 2007) were targeted by homologous recombination using a construct (PRPGS00108_A_B03) obtained from the KOMP repository. Clones were screened for successful homologous recombination by Southern blot analysis using external 5′ and 3′ probes. For the rescue experiment the transgene construct *Tg(Ppp2r1a)* containing only the *Ppp2r1a* locus was generated from a BAC (RPCI-23-209P21, Osoegawa et al., 2000) by Red/ET recombineering (Muyrers et al., 1999) and randomly integrated in *t^w18^*/+ ESCs. Successful integration was verified by PCR (see genotyping). Mouse lines were generated from transgenic ESCs by morula aggregation (Eakin and Hadjantonakis, 2006).

### Genotyping

Mouse ear biopsies, embryos and sections were genotyped by PCR under standard conditions using the following primer pairs: *t^w18^*: Vil2s 5′-tcatggaccaacacaagctc-3′, Vil2as 5′-cacaaaactgaaatctccctc-3′(wt: 180 bp, *t^w18^*: 230 bp); *Ppp2r1a* KO alleles: fwd1 5′-gcaggagctggagcatgcca-3′, rev1 5′-tgcagcacaggatgttcagtgga-3′, rev2 5′-ggagagggacctggctcctatg-3′ (wt: 258 bp. KO: 436 bp); *Tg(Ppp2r1a)*: fwd 5′-ttttgctgctgtaatggggacc-3′, rev 5′-gctaaagcgcatgctccaga-3′ (293 bp).

### WISH

For WISH including synthesis of DIG-labeled antisense probes the protocol provided by the MAMEP database (http://mamep.molgen.mpg.de) was used. The probe for *Ppp2r1a* corresponds to nucleotides 930-1858 of NM_016891.3. Probe templates were amplified using standard PCR procedure with a reverse primer containing a T7 site for antisense transcription. *In situ* hybridizations for *Foxa2* (clone name: UP001), *T* (clone name: 9226), *Tbx6* (clone name: 9310), *Sox2* (clone name: UL027), and *Cer1* (clone name: CE232) were performed using probes from MAMEP. The *Nodal* probe template was kindly provided by the Robertson laboratory and linearized using *Bam*HI. The *Wnt3* probe template was kindly provided by the McMahon laboratory.

### Histology

Whole deciduae were fixed in 4% paraformaldehyde (PFA)/phosphate-buffered saline (PBS) overnight, processed into paraffin and sectioned at 5 µm. Hematoxylin and eosin (H&E) staining was performed according to standard procedures. For immunofluorescence staining, sections were de-paraffinized using xylene and rehydrated in an ethanol serious. For antigen retrieval, sections were boiled in 0.01 M citrate buffer pH 6.0 for 10 min. Blocking was performed with 2% bovine serum albumin/2% lamb serum/PBS. The following antibodies were diluted in blocking solution and incubated overnight at 4°C: anti-E-cadherin (610181, BD Biosciences, 1/200), anti-N-cadherin (13116, CST, 1/100), and anti-β-catenin (610153, BD Biosciences, 1/200). Sections were incubated with the secondary antibodies for 1 h at room temperature (RT): anti-rabbit IgG-Alexa488 conjugated (A-11034, Thermo Fisher Scientific, 1/500) and anti-mouse IgG-Alexa546 conjugated (A-11030, Thermo Fisher Scientific, 1/500). Sections were mounted with VECTASHIELD HardSet Mounting Medium with DAPI (Vector Laboratories).

### Whole-mount immunofluorescence staining and clearing

For whole-mount immunofluorescence, E7.5 embryos were dissected in ice-cold PBS and processed according to the protocol provided by Abcam (www.abcam.com). Primary antibodies were applied for 48-72 h in blocking solution: anti-OCT4 (sc-8628, Santa-Cruz Biotechnology, 1:200), anti-Sox2 (AF2018, R&D systems, 1:200), anti-Sox3 (provided by L. Gunhaga, Umeå Centre for Molecular Medicine, Umeå University, Sweden, 1:200) anti-Nanog (ab80892, Abcam, 1/100) anti-FoxA2 (sc-6554, Santa Cruz Biotechnology, 1/200), and anti-Eomes (ab23345, Abcam, 1/200). Secondary antibodies were applied in blocking solution overnight: anti-rabbit IgG-Alexa488 conjugated (A-21206, Thermo Fisher Scientific, 1/200) and anti-goat IgG-Alexa594 conjugated (A-11058, Thermo Fisher Scientific, 1/500). For clearing, specimens were postfixed in PBS/4% PFA for 20 min at 4°C, rinsed twice in 0.02 M phosphate buffer (PB) pH 7.4 and incubated in refraction index matching medium (RIMS, Yang et al., 2014) until transparency was reached. Before lightsheet imaging, the samples were embedded in PBS/1.5% low-melting point agarose and incubated in RIMS for another 24 h.

### Deletion mapping by next-generation DNA sequencing and PCR

Genomic DNA was extracted from wild-type and *t^w18^*/+ ESCs. Sequencing was performed using the Illumina HiSeq 2000 system (shotgun sequencing) for 36 bp single reads that were mapped to the mouse genome mm10. PCR according to standard procedures was performed using the following primers: 18.5 Mb fwd 5′-agtccgaggccacgtccttga-3′, rev 5′-gctgcagttgctgtgctggc-3′; 18.6 Mb fwd 5′-ggccttccattcggtcctggg-3′, rev 5′-aggagtgctgtgctggacgc-3′; 18.7 Mb fwd 5′-tcttccccagaggacccggc-3′, rev 5′-gcagctgcagtggtgggcag-3′; 19.1 Mb fwd 5′-gccaacctgagaacgcgctg-3′, rev 5′-agggaaatgcctggggcagga-3′; 19.2 Mb fwd 5′-gccggccagcagctcacata-3′, rev 5′-ggcagcgtgccccactgaat-3′; 19.3 Mb fwd 5′-ccccggcatatcctgcgtagatga-3′, rev 5′-gggtgatgggcgagcaacaaatca-3′; 19.4 Mb fwd 5′-agccccatgcccagcgacta-3′, rev 5′-agtggctgtctggcccacca-3′.

### RNA extraction, qRT-PCR and RNA-seq

RNA was extracted from cells or embryo tissues using the RNeasy Mini or Micro Kits (Qiagen). cDNA was synthesized from total RNA using the QuantiTect^®^ Reverse Transcription Kit (Qiagen). qPCR was performed using the GoTaq^®^ qPCR Master Mix (Promega) on the StepOnePlus Real-Time PCR System (Life Technologies). The following primer pairs were used: *Ppp2r1a*: fwd 5′-ccaccaagcacatgctgccc-3′, rev 5′-tccacatcctggtcctgggtca-3′; *Pmm2*: fwd 5′-agggaaaggcctcacgttct-3′; rev 5′-aataccgcttatcccatccttca-3′.

For RNA-seq the TotalScript™ RNA-Seq Kit (epicenter) was used for cDNA synthesis and library preparation. The sequencing was performed using the Illumina HiSeq 2500 (High Output) system for 50 bp paired end reads. Reads were mapped to the mouse genome mm10 (GRCm38) with TopHat (Trapnell et al., 2009) (v2.0.8b) and Cuffdiff (Trapnell et al., 2010) was used to calculate normalized FPKM values. Heat maps of differentially expressed genes and PCC were generated using the R program (http://www.r-project.org).

### Immunoblotting

Whole-cell lysates were prepared using Western lysis buffer (1% SDS, 2 mM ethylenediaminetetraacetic acid, 10 mM Tris; pH 8.0). Immunoblotting was performed following standard protocols with anti-Ppp2r1a (6F9, Abcam, 1:1000) and anti-H3 (ab1791, Abcam, 1:10,000) antibodies. Horseradish peroxidase-linked secondary antibodies were obtained from Cell Signaling Technologies. Signals were imaged and quantified using the Fusion SL Vilber Lourmat system (Peqlab).

### Imaging

For imaging of WISH-stained embryos, a MZ16A dissection microscope (Leica) fitted with an AxioCam MRc5 (Carl Zeiss MicroImaging) in combination with AxioVision software (Carl Zeiss MicroImaging), and a Zeiss Axio Zoom.V16 in combination with an Axiocam 512 color and ZEN software (Carl Zeiss MicroImaging), were used. H&E-stained paraffin sections were imaged using a Zeiss Observer.Z1 microscope fitted with an AxioCam MRc (Carl Zeiss MicroImaging) and AxioVision software. Immunofluorescence stainings on paraffin sections were imaged using an LSM 710NLO (Carl Zeiss MicroImaging) and ZEN software (Carl Zeiss MicroImaging). Immunofluorescent embryos were imaged in RIMS (Yang et al., 2014) using a Lightsheet Z.1 (Carl Zeiss MicroImaging) and ZEN software.

How the deposited data were processed for this re-analysis (not part of the article)

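RNA from the embryo proper of E6.5 embryos was sequenced in 3 samples, 1 library each of wild type, *t w18*/+ and *t w18*/*t w18*, obtained from matings of heterozygous mice. The genotype of each sample was taken from its label, and the columns of the table name the genotypes. The libraries were made from total RNA with the TotalScript kit and sequenced as 50 bp paired-end reads. The authors mapped the reads to mm10 (GRCm38) with TopHat and used Cuffdiff to calculate the FPKM values, which were deposited as 1 table of 23421 gene symbols by 3 samples. FPKM values are already divided by transcript length and by library size, so a gene that takes a large share of a library lowers the values of the other genes in it. The paper's text does not name the gene annotation given to Cuffdiff, its library normalization or how many embryos were used per library. The table has no mitochondrial genes and 778 small RNA genes by symbol.

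All values printed were computed from the deposited FPKM table with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9. With 1 sample per genotype there is no estimate of the spread between embryos, and no test or p-value is given. The depth was estimated from genes with a single annotated transcript, whose low FPKM values step by what 1 fragment is worth, with an allowance of 150 bp for the fragment length. There were 76 such low values in wild type, 114 in *t w18*/+ and 101 in *t w18*/*t w18*. The fragment numbers given for single genes use the annotated transcript length and are approximate. They cover counting error only, since fragments amplified by PCR are not independent molecules.

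The Pearson correlation was computed over all genes on untransformed values. A gene entered the number of affected genes when it had an FPKM of at least 1 in at least 1 sample and a log2 ratio of at least 1 in either direction in any pair of samples, without a pseudocount. A gene listed at 0 counted where the other value of the pair was at least 1. For a pair and a direction, the higher of the 2 values had to be at least 1. The genes named are those that the paper names in its transcriptome analysis, as markers or as PP2A subunits, and the 10 largest increases and 10 largest decreases of log2(FPKM + 1) in *t w18*/*t w18* against wild type. The latter were taken among genes with an FPKM of at least 10 in either sample that also changed by a log2 ratio of at least 1 in the same direction against *t w18*/+. Other genes are named as examples outside this rule, and not each of them is marked as such.

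For each list of genes, the median difference of log2(FPKM + 1) was placed among the medians of 10000 random lists of the same size, each gene replaced by 1 of the 200 genes nearest in mean log2(FPKM + 1). The percentile describes these libraries and is not a p-value, and medians outside the percentiles 2.5 and 97.5 are given as standing apart. Groups that the study named for changing in these same libraries stand apart by that choice, so their percentiles are not independent evidence. Besides the genes grouped by the paper, 17 lists of marker genes were written from general knowledge of the tissues: epiblast, primitive streak, visceral endoderm, extra-embryonic ectoderm, trophoblast giant cells, parietal endoderm, decidua, stroma, endothelium, adult and embryonic erythroid cells, immune cells, extra-embryonic mesoderm, other WNT targets, p53 targets, hypoxia and immediate early genes. Positions came from the GENCODE M21 annotation of GRCm38, completed with RefSeq for GRCm38, and were found for 23283 genes. Shared sequence was measured as the percent of the 50 bp words of a gene's transcripts that occur in another gene.

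The calls and the percentiles were tested on simulated data. In a simulated table of 15093 genes, 200 of 200 changed genes were recovered in the right direction and 0 unchanged genes were called. The changed genes had an FPKM of at least 10 and were moved by a log2 ratio of 2, with small noise and no counting error. This outcome followed from those settings, so it checks the calculation and gives no rate of false calls for single libraries. Of 200 simulated lists of 10 unchanged genes, 6 lay outside the percentile limits, and 200 of 200 shifted lists lay above the upper limit. The alternatives tried were pseudocounts of 0.1 and 1, other filters on low values or none, a log2 threshold of 2, centring each sample on the median log2 ratio, rescaling to equal FPKM sums, *t w18*/+ as the reference, and for the correlations the log scale, ranks and the removal of the most abundant genes. The GO analysis and the other experiments of the paper were not analysed here.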

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

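The tests of maternal decidual tissue and of extra-embryonic ectoderm or trophoblast were set beforehand, as was that of a few genes with very high FPKM, and the other tests here were chosen only after the result was seen.

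Lists of genes of tissues other than the epiblast were higher in *t w18*/*t w18* than in wild type, a signal in genes that the paper does not discuss. The median difference of log2(FPKM + 1) was 0.46 for visceral endoderm (percentile 99.98 of the matched random lists, 12 of 13 genes higher), 1.11 for extra-embryonic ectoderm (99.99, 13 of 13), 1.15 for parietal endoderm (100, 10 of 10), 1.61 for decidua (100, 11 of 13), 1.45 for stroma (100, 8 of 8), 1.02 for endothelium (99.94, 10 of 11) and 1.59 for adult erythroid cells (100, 4 of 5). Many of these genes also had an FPKM of at least 1 in wild type, namely 13 of 13 for visceral endoderm, 10 of 15 for extra-embryonic ectoderm, 10 of 10 for parietal endoderm, 13 of 13 for decidua, 7 of 8 for stroma, 7 of 12 for endothelium and 3 of 6 for adult erythroid cells. The adult erythroid list rests on copies of alpha-globin and beta-globin between which fragments can be split. With the copies of each summed, an alternative chosen after seeing the data, alpha-globin had an FPKM of 52.2 in wild type and 127 in *t w18*/*t w18* and beta-globin of 80.9 and 235, and the median was 1.40 (percentile 99.85). The endothelium list shares 1 gene, *Kdr*, with another list, and none of these genes was named by the study. Among genes of these lists, named after their values were seen, *Des* rose from an FPKM of 45.5 in wild type to 200.8 in *t w18*/*t w18*, *Tdo2* from 37 to 179, *Col1a1* from 35.9 to 174, *Sparc* from 136 to 358, *Hoxa10* from 7.64 to 32.9 and *Hoxa11* from 3.67 to 30.8.

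A smaller share of epiblast cells alone would raise every other cell type alike, but the median of the decidua list lay 1.15 above that of the visceral endoderm list. A single kind of maternal tissue in different amounts was also argued against. Of 13 decidua genes, 11 were highest in *t w18*/*t w18*, whereas *Prl8a2* had an FPKM of 1504 in wild type, 155 in *t w18*/+ and 377 in *t w18*/*t w18*, and *Prl3c1* of 121, 13.2 and 25.2. The wild-type sample therefore has a decidual signal of its own, and a candidate explanation is that different parts of the decidua were carried along in wild type and in *t w18*/*t w18*.

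This bears on *Eng*, *Gata2*, *Gata3*, *Hand1*, *Hand2* and *Bmp2*, which the paper discusses with BMP signaling and mesoderm and which are also higher in *t w18*/*t w18*. For these genes, maternal decidual tissue and a change in the embryo cannot be told apart. Other tissues and a change in the embryo cannot be told apart for the adhesion families either. Some of their collagens and laminins are in the stroma and parietal endoderm lists. Of the 5 lists of maternal tissues, decidua, stroma, endothelium and adult erythroid cells stood above the upper percentile limit, while the immune list did not (median 0.66, percentile 87.52, 9 of 11 genes higher, 6 of 16 with an FPKM of at least 1 in wild type). The libraries do not separate cells, which keeps the question open. Extra-embryonic ectoderm or trophoblast cannot be told apart from a change in the embryo either, because the extra-embryonic ectoderm list was higher while the trophoblast giant cell list stood at percentile 42.25 (median -0.053, 5 of 9 genes with an FPKM of at least 1 in wild type). Within the latter list, *Prl3d1* rose from 113 to 202 and *Prl3d2* from 30.3 to 73.3. The paper describes the mutant embryos as slightly younger, and an effect of stage was not tested.

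Targets of p53 were higher in *t w18*/*t w18*, with a median of 0.81 and 13 of 13 genes higher, and so were immediate early genes, with a median of 0.80 (percentile 99.58, 8 of 8 genes higher). Of the p53 list 13 of 14 genes, and of the immediate early list 8 of 10, had an FPKM of at least 1 in wild type. The p53 list stood at percentile 99.99 of the matched random lists. A scaling factor moves these lists alike, so the percentile argues against the scaling of the samples as the cause. With *t w18*/+ as the reference, the median of the p53 list was 1.11. Cells other than epiblast and a response of the mutant cells cannot be told apart, because the table does not give the level of these genes in each cell type. A stress response to the deletion or to the dissection may be considered as a hypothesis and was not tested.

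*Xist*, the X-linked RNA of female cells, had an FPKM of 27.9 in wild type, 55.2 in *t w18*/+ and 105 in *t w18*/*t w18*. The Y-linked genes in *t w18*/*t w18* kept 32.5% of their wild-type FPKM for *Ddx3y*, 28.1% for *Eif2s3y*, 22.4% for *Uty* and 20.1% for *Kdm5d*. A larger share of female cells in *t w18*/*t w18* would raise *Xist* and lower the Y-linked genes. This share and a change of these genes within cells cannot be told apart, because the test rests on the genes of the pattern themselves. Female embryos and maternal tissue would both add female cells, and the sex of the embryos was not analysed here. X-linked genes were affected about as often as random genes matched on expression (26.1% of 483 genes, percentile 88.73).

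*Lars2* had an FPKM of 11199 in wild type and was listed at 0 in *t w18*/*t w18*. A failed estimate may explain the 0, since 2 genes, *Actr3* in wild type and *Dnmt3a* in *t w18*/+, are listed at 0 in another sample alone beside an FPKM of at least 20 in both others. The gene weighs on the correlations of the untransformed values. Without *Lars2* the correlation of *t w18*/*t w18* with wild type lay 0.0284 below that of *t w18*/+ with wild type. This is within the limit of 0.05 set beforehand, so *Lars2* alone may account for most of the difference of 0.216. For a few genes with very high FPKM in general the values fall on both sides of that limit, 0.0355 without the 10 most abundant genes and 0.0538 without the 100 most abundant genes, which leaves this open. No biological explanation for the 0 was tested.

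On Chr 17 proximal to the deletion, 26 of 70 genes (37.1%, 95% Wilson interval 26.8 to 48.9) were affected between *t w18*/*t w18* and wild type. Matched random lists gave 22.3% (percentile 99.98), and distal to the deletion it was 121 of 560 genes (21.6%). Reads of the *t* haplotype that map less well to the reference would lower these genes. Of the 26 genes, 15 were higher and 11 lower, against 1763 higher and 769 lower on other autosomes. Poorer mapping would not give the 15 higher genes. Higher genes prevailed on other autosomes too, so the split does not decide whether poorer mapping added lower genes. Of the higher genes, 7 belong to the families of *Tmem181*, *Rsph3* and *Rnaset2*, which have near-identical copies, such as *Rsph3b* with an FPKM of 2.96 in wild type, 12.8 in *t w18*/+ and 21.6 in *t w18*/*t w18*. From the FPKM values, poorer mapping of the *t* haplotype and lower expression cannot be told apart for the 11 lower genes, which include *T*. For *T* itself, the paper's WISH at E6.5 does not rest on read mapping. It found *T* not detectable or strongly reduced in the homozygotes. *t w18*/+ lay in between for 90.9% of the 11 lower genes against 67.4% of lower genes on other autosomes, which either explanation allows. Examples named after their values were seen are *Rps6ka2*, with an FPKM of 22.8, 10.6 and 3.68, and *Mrpl18*, with 117, 93.1 and 51.2. Over all 26 genes *t w18*/+ lay in between for 61.5%, against 66.6% on other autosomes. Differences in sequence or copy number between the *t* haplotype and the reference are a candidate explanation and were not tested.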

How the results depend on the processing

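The alternatives without *Lars2*, without the 2 most distal genes of the deleted interval and with globin copies summed were chosen after seeing the data, and all others were set beforehand. No paired analysis was possible because each genotype has 1 library.

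The Pearson correlations were 0.991, 0.775 and 0.825 (wild type with *t w18*/+, *t w18*/*t w18* with wild type, *t w18*/*t w18* with *t w18*/+). With a filter on FPKM they were 0.991, 0.770 and 0.821, and without small RNA genes 0.991, 0.775 and 0.825. They were 0.986, 0.967 and 0.972 on the log2(FPKM + 1) scale, 0.961, 0.946 and 0.956 as Spearman correlations, 0.992, 0.938 and 0.933 without the 100 most abundant genes, and 0.993, 0.965 and 0.965 without *Lars2*. Without the 10 most abundant genes the correlations of *t w18*/*t w18* were 0.956 and 0.955. *t w18*/*t w18* had the lower correlation with both other samples in each of these settings.

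The number of affected genes stayed within 1.5 times of 3944 with a minimum FPKM of 2, a pseudocount of 0.1 or centring. It was 2089 with an FPKM of at least 1 in all 3 samples, 7944 without a filter, 2539 with a pseudocount of 1 and 1518 with a log2 threshold of 2. By direction, genes higher and lower in *t w18*/+ against wild type numbered 171 and 228 with an FPKM of at least 1 in all 3 samples, 268 and 366 with a minimum of 2, 2636 and 1656 without a filter, 264 and 287 with a pseudocount of 1, and 213 and 210 with the threshold of 2. For *t w18*/*t w18* against wild type they were 975 and 479, 4072 and 1825, 1227 and 532, and 744 and 295 with an FPKM of at least 1 in all 3 samples, no filter, a pseudocount of 1 and the threshold of 2. For *t w18*/*t w18* against *t w18*/+ they were 990 and 388, 3689 and 2081, 1179 and 375, and 610 and 195 in the same order. More genes were higher than lower in *t w18*/*t w18* in each of these settings. In *t w18*/+, 61.4% of the affected genes were higher without a filter, against 48.3% with it. Stricter filters and thresholds and a larger pseudocount count fewer genes by construction.

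Of the named genes, 53 of 57 kept their direction and their side of the threshold of 1 with centring, 56 of 57 with a pseudocount of 0.1, 53 of 55 with a pseudocount of 1, 44 of 57 after rescaling and 43 of 57 with *t w18*/+ as the reference. Directions reversed mostly for small changes. With centring, *Smad3* (0.0044) and *Sox3* (0.0070) reversed. After rescaling, *Smad7* (0.10), *Smad3* (0.17), *Ctnnb1* (0.091), *Sox3* (0.17), *Ppp2r4* (0.016) and *Ppp2r5d* (0.11) reversed, as the shift of the scaling gives. With *t w18*/+ as the reference, *Smad2* (-0.13), *Smad3* (0.072), *Ctnnb1* (0.072), *Sox3* (0.012), *Cdh1* (-0.089), *Ppp2r2c* (0.85), *Ppp2r3c* (-0.21) and *Ppp2r5e* (-0.17) reversed, and the cause was not tested.

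Centring moves a list and its matched random lists alike, so it cannot change the percentiles, and none of the 27 lists reversed its direction with it. Of the 27 lists, 26 kept their direction and their side of the percentile limits without a filter, 26 with a pseudocount of 0.1 and 25 with *t w18*/+ as the reference. The trophoblast giant cell list reversed, to 0 without a filter and to 1.03 (percentile 99.29) with *t w18*/+ as the reference. The immune list passed the upper limit with a pseudocount of 0.1 (1.77, percentile 98.88) and with *t w18*/+ as the reference (1.10, percentile 99.93). The cause was not tested. The share of adhesion family genes higher in *t w18*/*t w18* fell from 45.2% to 26.9% with a pseudocount of 1, and the median left over the deleted interval in *t w18*/*t w18* rose from 9.93% to 31.6%, as a pseudocount shrinks the changes of low genes. Without the 2 most distal genes the latter was 9.01%.

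The depth limits genes with few fragments. *Mesp2* in *t w18*/*t w18*, *Mesp1* in *t w18*/+ and *Tbx6* in all samples rest on about 12 fragments or fewer, and a gene at 0 is below what 3 fragments would give only if its 0 is not a failed estimate.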

Differences from the paper's values

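None of the comparisons here needed a test chosen after the result was seen. With a log2 ratio of at least 1 and no pseudocount, 3944 genes were affected in any pair of samples, against the paper's 2539. Of the alternatives set before the data were examined, an FPKM of at least 1 in all 3 samples (2089), an FPKM of at least 2 in at least 1 sample (2876), a pseudocount of 0.1 (3803) and a pseudocount of 1 (2539) came within 1.5 times of the paper's number. No filter (7944), centring (3969) and a threshold of 2 (1518) did not. The number with a pseudocount of 1 equals that of the paper.

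Of 13 log2 fold changes that the paper gives in Fig. 1D or its text, 11 equal those computed here after rounding on the log2(FPKM + 1) scale, and 2 of the 12 that have one do so without a pseudocount. Values were therefore compared on that scale. The remaining genes are *Ifitm3* and *Id1*. The log2 ratio of *Ifitm3* was 0.75 (0.74 on the log2(FPKM + 1) scale), against the paper's about -0.7 in Fig. 1D, read by eye. The log2 ratio of *Id1* was 0.85 (0.83 on that scale), against the paper's about -0.8 in Fig. 1D, read by eye. The sizes are alike and the signs are opposite. None of the alternatives set before the data were examined closed either gap, with values from 0.74 to 0.97 for *Ifitm3* and from 0.83 to 1.60 for *Id1*.

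The paper lists *Pcsk6* and *Wnt3* as not affected. Without a pseudocount both were past the threshold of 1 in *t w18*/*t w18* (-1.12 for *Pcsk6* and -1.02 for *Wnt3*). With a pseudocount of 1 they were not (-0.86 and -0.80), and the same held after rescaling to equal FPKM sums (-0.91 and -0.81) and with *t w18*/+ as the reference (-0.45 and -0.41). The paper counts *Eng* among the most highly upregulated mesodermal genes. No ranking of mesodermal genes was made here, and among all genes it ranked 102 of 13118 by increase.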

Other observations

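The tests of the share of epiblast cells for all target and pluripotency genes were set beforehand, and the other tests here were chosen only after the result was seen.

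A list of 10 epiblast genes, all with an FPKM of at least 1 in wild type, was lower in *t w18*/*t w18* by differences of log2(FPKM + 1) from -1.0 to -0.45 (median -0.69, percentile 0.02). *Dnmt3b*, which had the largest decrease of them, fell from an FPKM of 719 to 359. A smaller share of epiblast cells would lower all epiblast genes alike. The median of the 10 Nodal targets, WNT targets and pluripotency genes lay at -0.94 relative to the median of the list, and 10 of 10 lay below its lowest gene. The median was -0.51 for *Lefty1*, *Sp5*, *Axin2*, *Pou5f1* and *Sox2*, while *T*, *Lefty2*, *Nanog*, *Tdgf1* and *Gsc* were past the threshold relative to it. The study named these genes for being lower in these libraries, so that they fall further than a list written without them decides nothing. A list of other WNT targets, which the study did not name, had a median of -0.39 (percentile 4.81, 1 of 6 genes higher, 5 of 8 with an FPKM of at least 1 in wild type), less than that of the epiblast list. For all 10 genes a smaller share of epiblast cells and lower expression per cell cannot be told apart, because the genes were chosen from these libraries and there is no replicate. The paper itself states that the transcriptome does not separate these possibilities.

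More genes were higher than lower in *t w18*/*t w18* against wild type. With the filter on FPKM, the lower depth of the wild-type sample does not account for this, since in *t w18*/+, with about the same depth as *t w18*/*t w18*, 48.3% of the affected genes were higher. Without a filter 61.4% were higher in *t w18*/+ and 69.1% in *t w18*/*t w18*. Against *t w18*/+, at about the same depth, 3689 genes were higher and 2081 lower in *t w18*/*t w18* without a filter, so that 63.9% were higher. This argues against the lower depth of the wild-type sample as the whole explanation without a filter too. How much of the excess against wild type depth adds there cannot be told. The genes added without a filter have low values and there is no replicate. With each sample centred, 71.3% were higher, and after removing the median change of each group of GC content and transcript length (12202 genes, 94.5% of those tested), 69.1% were higher, against 68.8% before. With the filter, these tests argue against depth, scaling, GC content and length as the whole explanation. RNA of other tissues in *t w18*/*t w18* stays open as a hypothesis.

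Transcripts of the deleted interval remained in *t w18*/*t w18*. Reads carried over from the wild-type library would leave every gene at the same percent of wild type, but 4 of 19 zinc finger genes (*Zfp51*, *Zfp52*, *Zfp229* and *Zfp942*) lay below the counting range of the percent of *Ppp2r1a*. Reads carried over from the *t w18*/+ library would leave the same percent of *t w18*/+, which was 15.6% for *Ppp2r1a*, but 5 of 19 lay below that range (*Zfp51*, *Zfp229*, *Zfp942*, *Zfp947* and *Zfp40*). Reads shared with genes outside the deletion would leave none in genes of unshared sequence, but the 11 genes with an FPKM of at least 1 in wild type and under 1% of shared words kept a median of 7.74% (range 2.02 to 68.7, the highest being *Zfp13*). *Ppp2r1a* kept 8.72%. Cells without the deletion on both chromosomes, such as cells of the heterozygous mother, and other sources cannot be told apart here, because the level of these genes in such cells is not in the table. Maternal cells are one possible explanation that would go with the decidual genes.

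*Zfp13*, whose annotated end at 23599487 lies next to the distal breakpoint, kept 68.7% of its wild-type FPKM in *t w18*/*t w18* and 79.0% in *t w18*/+. It shares 0% of its 50 bp words with other genes, which argues against shared reads. The zinc finger genes proximal to *Zfp213* with an FPKM of at least 1 in wild type kept at most 38.2%, and *Zfp677*, with an FPKM of 0.398 in wild type and 0.269 in *t w18*/*t w18*, kept 67.5%. For *Zfp13*, cells without the deletion and other sources cannot be told apart, because its level in such cells is not in the table. That *Zfp13* lies outside the deletion is a hypothesis for the 68.7%, since the paper gives the distal breakpoint as an approximate position, and it was not tested.

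Further lists had the following medians in *t w18*/*t w18*. Primitive streak genes had 0.49 (percentile 97.06, 6 of 7 genes higher, 7 of 13 with an FPKM of at least 1 in wild type). This list leaves out the mesoderm control genes that the study named, such as *T*, *Eomes* and *Mixl1*, which were lower. *Tbx6*, the 1 gene of the list that the study named, did not reach the filter, nor did *Wnt3a* and *Msgn1*. The median therefore does not show that primitive streak genes as a group were higher. Extra-embryonic mesoderm genes had 0.92 (percentile 94.76, 4 of 5 higher, 5 of 9 with an FPKM of at least 1 in wild type, and *Kdr* shared with another list). Without a filter, the median was 0.18 (percentile 92.29) for primitive streak genes and 0.27 (percentile 52.58) for extra-embryonic mesoderm genes. Hypoxia genes had -0.36 (percentile 6.87, 3 of 10 higher, 10 of 10 with an FPKM of at least 1 in wild type). None of the 3 embryonic erythroid genes reached the filter. The other markers and pathway genes of the study had 0.054 (percentile 68.33) and, for *Wnt3* and *Ctnnb1*, -0.46 (percentile 14.36). The PP2A subunits had -0.29 (percentile 9.22).

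For markers that the paper examines by other methods, the log2 ratio in *t w18*/*t w18* was 0.090 for *Cdh1*, 0.28 for *Cdh2*, 0.019 for *Foxa2* and -0.042 for *Sox3*, the last of which changed its sign after centring, after rescaling and against *t w18*/+. *Tbx6* had an FPKM of 0.338 in wild type, 0.121 in *t w18*/+ and 0.0608 in *t w18*/*t w18*, and *Shh* was listed at 0 in wild type and *t w18*/*t w18*.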
